# Reduced Glucose Sensation Can Increase the Fitness of *Saccharomyces cerevisiae* Lacking Mitochondrial DNA

**DOI:** 10.1371/journal.pone.0146511

**Published:** 2016-01-11

**Authors:** Emel Akdoğan, Mehmet Tardu, Görkem Garipler, Gülkız Baytek, İ. Halil Kavakli, Cory D. Dunn

## Abstract

Damage to the mitochondrial genome (mtDNA) can lead to diseases for which there are no clearly effective treatments. Since mitochondrial function and biogenesis are controlled by the nutrient environment of the cell, it is possible that perturbation of conserved, nutrient-sensing pathways may successfully treat mitochondrial disease. We found that restricting glucose or otherwise reducing the activity of the protein kinase A (PKA) pathway can lead to improved proliferation of *Saccharomyces cerevisiae* cells lacking mtDNA and that the transcriptional response to mtDNA loss is reduced in cells with diminished PKA activity. We have excluded many pathways and proteins from being individually responsible for the benefits provided to cells lacking mtDNA by PKA inhibition, and we found that robust import of mitochondrial polytopic membrane proteins may be required in order for cells without mtDNA to receive the full benefits of PKA reduction. Finally, we have discovered that the transcription of genes involved in arginine biosynthesis and aromatic amino acid catabolism is altered after mtDNA damage. Our results highlight the potential importance of nutrient detection and availability on the outcome of mitochondrial dysfunction.

## Introduction

Mitochondria are the location of ATP synthesis by oxidative phosphorylation (OXPHOS). In addition, essential biosynthetic pathways, such as iron-sulfur cluster biogenesis [1,2], are compartmentalized within mitochondria. Genetic material retained from a bacterial ancestor [3] supports the process of OXPHOS. Proteins required to generate a proton gradient across the mitochondrial inner membrane (IM) are encoded by mitochondrial DNA (mtDNA), as are proteins allowing this proton gradient to power ATP synthesis [4]. In humans, pathological mutations of mtDNA can be inherited [5] or may accumulate following pharmacological treatment for viral infections [6] or cancer [7,8]. Many organisms, including humans, accumulate cells containing significant levels of damaged mtDNA during their lifespan, and it is therefore possible that mtDNA mutations can promote the aging process [9,10].

Unfortunately, there are no effective treatments for most mitochondrial diseases [11,12], so understanding the cellular consequences of mtDNA damage is clearly imperative. *Saccharomyces cerevisiae* provides advantages as an experimental system in which to study mitochondrial dysfunction. For example, *S*. *cerevisiae* can survive the loss of mtDNA by generating sufficient ATP for viability via fermentation, and is therefore called a “petite-positive” yeast, based on historical nomenclature [13]. Upon additional perturbation of specific cellular functions and pathways, *S*. *cerevisiae* can become “petite-negative” and proliferate poorly or not at all following mtDNA loss. The petite-negative phenotype permits unbiased genetic screens and selections designed to reveal genes promoting or preventing fitness following mtDNA loss [14,15]. Consequently, findings apparently applicable across phylogeny to cells depleted of mtDNA, such as benefits provided by endomembrane system perturbation [16,17] and the need for a robust electrochemical potential (ΔΨ^mito^) across the mitochondrial IM [18–20], were first uncovered using budding yeast [14].

Since many biosynthetic and catabolic processes are localized to mitochondria, it is not surprising that mitochondrial abundance and function are responsive to the nutritional status of the cell [21–23]. Therefore, one avenue toward treatment of mitochondrial disorders may be the modulation of conserved, nutrient-sensing signaling pathways. Excitingly, recent findings obtained using yeast [24], worms [25], flies [26], and mammals [25,27] indicate that drugs and mutations affecting the Target of Rapamycin (TOR) pathway can alleviate the outcome of mitochondrial dysfunction, supporting the idea that a focus on signaling pathways controlled by nutrient levels is a rational approach toward treatment of mitochondrial disorders.

In this work, we have focused on the effects of glucose signaling on the outcome of mtDNA damage. We found that glucose restriction or inhibition of the glucose-sensing protein kinase A (PKA) pathway can lead to increased proliferation following mtDNA removal from *S*. *cerevisiae*. Interestingly, the advantage provided by PKA inhibition to cells lacking mtDNA is dependent upon robust protein import from the cytosol. Increases in fitness coincide with a diminished transcriptional response to mtDNA damage, and we have discovered two new gene classes that are altered in their expression following mtDNA loss. Our work reveals that sugar sensation can control the physiology of cells lacking a mitochondrial genome.

## Results

### Reduction of PKA signaling can improve the fitness of cells lacking mitochondrial DNA

The PKA pathway controls the response to glucose in *S*. *cerevisiae* [28], and Pde2p is a phosphodiesterase that plays a dominant role in removing cyclic AMP (cAMP) to repress PKA activity [29]. PKA hyperactivation by deletion of Pde2p or Ira2p leads to a loss of proliferation after mtDNA loss [15]. We speculated that PKA inhibition might, conversely, benefit cells lacking mtDNA. Toward this goal, we overexpressed Pde2p using a high-copy plasmid containing the 2μ origin of replication and the *PDE2* gene. Indeed, after destruction of mtDNA by overnight ethidium bromide (EtBr) treatment [30], cells overexpressing Pde2p proliferated more rapidly than cells carrying an empty vector (Fig 1A). Loss of functional mtDNA following EtBr treatment was confirmed by replica-plating to non-fermentable medium (S1A Fig). Generation of *ρ*^*0*^ cells totally lacking mtDNA was confirmed by 4'6-diamidino-2-phenylindole (DAPI) staining, validating our protocol for mtDNA deletion (S2A and S2D Fig).

**Fig 1:**
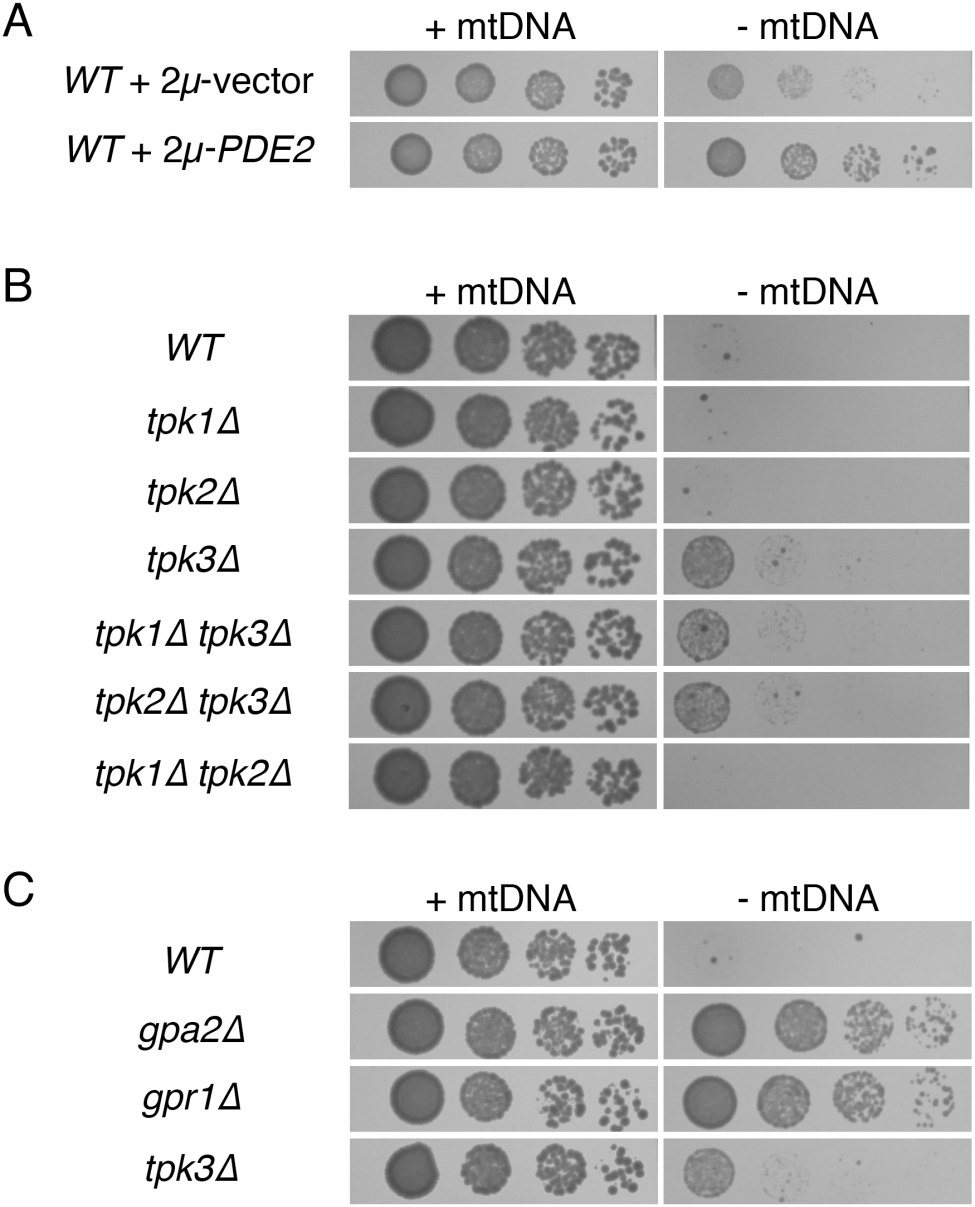
Decreased PKA activity can increase proliferation of cells lacking mtDNA. (A) Overexpression of cAMP phosphodiesterase Pde2p increases the fitness of cells lacking mtDNA. Strain BY4743 (*WT*) was transformed with empty, high-copy vector pRS426 or plasmid b89 (2μ-*PDE2*). Strains were tested for their response to mtDNA loss by incubation in selective medium lacking or containing 25 μg/ml EtBr, with subsequent incubation on solid SC-Ura medium for 2 d. (B) Lack of Tpk3p increases the fitness of cells lacking mtDNA. Strains BY4742 (*WT*), CDD884 (*tpk1Δ*), CDD885 (*tpk2Δ*), CDD886 (*tpk3Δ*), CDD908 (*tpk1Δ tpk3Δ*), CDD922 (*tpk2Δ tpk3Δ*), and CDD923 (*tpk1Δ tpk2Δ*) were tested for their response to mtDNA deletion with incubation on solid YEPD medium for 2 d. (C) Cells deleted of Gpa2p or Gpr1p exhibit increased fitness after mtDNA deletion. Strains BY4742 (*WT*), CDD886 (*tpk3Δ*), CDD849 (*gpa2Δ*), and CDD850 (*gpr1Δ*) were treated as in (B).

Complementary to our chemical approach to mtDNA deletion, we also generated a strain heterozygously lacking Mip1p, the DNA polymerase that is required for mtDNA replication [31]. We then transformed this *mip1Δ/MIP1* diploid with a plasmid overexpressing Pde2p or with empty vector. Upon sporulation, *mip1Δ* colonies overexpressing Pde2p were larger than control *mip1Δ* colonies (S3A Fig). Since cells within these sporulation-derived haploids cultured on rich medium are genetically heterogenous, with some cells containing plasmid and others bereft of plasmid, sporulation plates were replica-plated to medium selecting for plasmid maintenance for one day, then plasmid-positive cells were struck to selective medium again in order to obtain single colonies. *mip1Δ* colonies overexpressing Pde2p clearly grew more quickly than *mip1Δ* colonies carrying empty vector (S3B Fig), verifiying that PKA inhibition through Pde2p overexpression can improve the fitness of cells lacking mtDNA.

Interestingly, the effects of PKA inhibition on cells lacking mtDNA are dependent on yeast genetic background: while overexpression of Pde2p benefited *ρ*^*0*^ cells of the S288C-derived BY genetic background [32], *ρ*^*0*^ cells of the W303 background [33] did not increase their proliferation rate following Pde2p overexpression (S4 Fig). Consequently, we continued to investigate the effects of PKA inhibition on mitochondrial dysfunction by taking advantage of the BY genetic background.

Since PKA inhibition by Pde2p overexpression can increase the fitness of *ρ*^*0*^ cells, we asked whether any individual isoform of PKA might play a specific role in determining the outcome of mtDNA loss. Tpk1p, Tpk2p, and Tpk3p are the three PKA isoforms encoded by *S*. *cerevisiae* [28]. All three proteins act redundantly to allow cell proliferation, since *tpk1Δ tpk2Δ tpk3Δ* cells are normally inviable [34]. However, it is likely that each PKA isoform controls divergent cellular processes by phosphorylating its own specific set of target proteins [28,35]. We found that single deletion of Tpk3p increased the proliferation of *ρ*^*0*^ cells (Fig 1B), with loss of mtDNA confirmed by absence of proliferation on non-fermentable medium (S1B Fig) and DAPI staining (S2B Fig). Additional deletion of the other PKA catalytic subunits did not benefit cells lacking mtDNA.

PKA activity is promoted by Gpr1p, a G protein-coupled receptor, and Gpa2p, an associated G-protein α subunit [28,36]. We asked whether deletion of Gpr1p or Gpa2p would improve the fitness of *ρ*^*0*^ cells. Both *gpr1Δ ρ*^*0*^ and *gpa2Δ ρ*^*0*^ cells generated by EtBr treatment proliferated more rapidly than isogenic *WT ρ*^*0*^ cells (Fig 1C), further supporting a role for PKA activity in decreasing the fitness of cells lacking mtDNA. *ρ*^*0*^ status following mtDNA loss was confirmed by replica-plating to non-fermentable medium (S1C Fig) and by DAPI staining (S2C Fig). We further confirmed the benefits provided by Gpr1p or Gpa2p deletion to cells lacking mtDNA by examining *ρ*^*0*^ haploids generated by Mip1p deletion, and we found that *mip1Δ gpa2Δ* colonies (S3C Fig) and *mip1Δ gpr1Δ* colonies (S3D Fig) were clearly larger than *mip1Δ* colonies.

Of note, *ρ*^*0*^ cells lacking Tpk3p proliferate more slowly than *gpr1Δ ρ*^*0*^ cells and *gpa2Δ ρ*^*0*^ cells (Fig 1C). This finding may suggest complex control of PKA isoforms by Gpr1p and Gpa2p beyond what is accessible by experiments using single and double Tpk deletion mutants. Alternatively this result may support an additional function for Gpr1p/Gpa2p, outside of its role within the PKA pathway, which opposes proliferation of *ρ*^*0*^ cells.

### Glucose restriction benefits cells lacking mitochondrial DNA

Since a reduction in glucose sensation improved the outcome for cells lacking mtDNA, we next asked whether lowering glucose levels in the culture medium would similarly provide benefits to *ρ*^*0*^ cells. Indeed, lowering glucose from the standard concentration of 2% to either 0.5% or 0.2% resulted in increased proliferation of cells forced to lose mtDNA (Fig 2A). Supporting the idea that glucose acts through the PKA pathway to determine the division rate of *ρ*^*0*^ cells, the benefits of *gpr1Δ* or *gpa2Δ* mutation vanished upon medium containing a reduced glucose concentration (Fig 2B).

**Fig 2:**
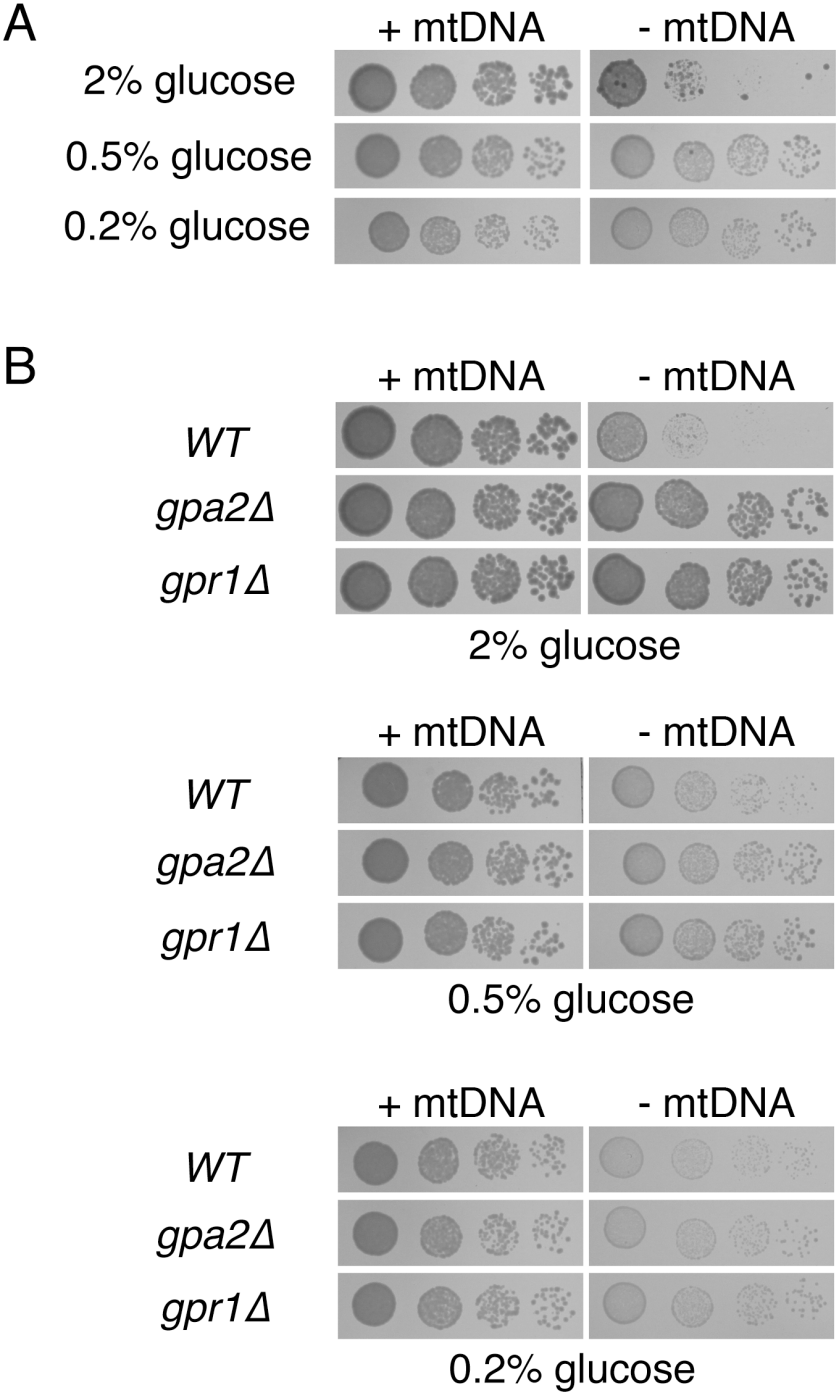
Glucose inhibits proliferation of cells deleted of mtDNA. (A) Decreasing glucose concentration leads to increased proliferation of cells lacking mtDNA. Strain BY4742 (*WT*) was cultured in YEPD medium containing 2%, 0.5%, or 0.2% glucose and tested for the response to mtDNA deletion. Cells were incubated for 3 d. (B) Proliferation of *ρ*^*0*^ cells by Gpa2p or Gpr1p deletion is not improved further upon lowering the glucose concentration. Strains BY4742 (*WT*), CDD849 (*gpa2Δ*), and CDD850 (*gpr1Δ*) were treated as in (A), yet incubated on solid medium for 2 d.

### The transcriptional response to mtDNA loss is diminished upon PKA inhibition

A transcriptional response in the nucleus is activated following mtDNA loss. Most prominently, genes activated by an iron deprivation response (IDR) can be highly induced by mtDNA deletion [24,37]. Furthermore, the pleiotropic drug resistance (PDR) pathway can be induced by mtDNA loss [38], as is the expression of several tricarboxylic acid cycle enzymes via activation of the yeast retrograde (RTG) pathway [39,40]. Interestingly, this transcriptional response is often abated under conditions in which *ρ*^*0*^ cells exhibit greater fitness [37,41]. By next-generation sequencing of cellular transcripts (RNA-seq), we investigated whether the transcriptional response to mtDNA deletion is altered in cells with reduced PKA activity. 

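RNA was sequenced from 8 cultures of the diploid strain BY4743, 2 of each of 4 kinds. ρ+ cells and ρ0 cells carried the empty vector, and further ρ0 cells carried a plasmid with PDE2, whose product breaks down cAMP, or with TIP41, whose product binds Tap42p in the TORC1 pathway. The ρ0 cells had been kept for 24 h in 25 µg/ml EtBr, which the ρ+ cells did not receive. The replicates are numbered 0 and 1 in each group, and per the paper different experimenters made them. Libraries from polyadenylated RNA were read as paired ends on a MiSeq. The authors aligned the reads with TopHat2 2.0.14 to the R64 genome and estimated fragments per gene and library with Cuffdiff 2.2.1.1. Fragments in genes came to 4884282 and 1389579 in ρ+ vector replicates 0 and 1, 2761861 and 2334101 in ρ0 vector, 3000914 and 1945961 in ρ0 TIP41, and 1796286 and 3053408 in ρ0 PDE2. These estimated counts were rounded, scaled by TMM and tested with edgeR's quasi-likelihood test in 1 fit of all 8 libraries, over the 5832 genes that passed its filter on low counts. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. Fold changes are given on the log2 scale with their standard error (SE), and levels as TMM-normalized CPM, mean ± SD of the 2 replicates. On counts simulated with the spread of these libraries, the test found 77.6% of genes changed 2-fold by loss of mtDNA, 79.1% of those changed 2-fold by PDE2 and 76.1% of those changed 2-fold by TIP41. At 1.5-fold it found 19.4%, 28.4% and 22.4%, so smaller changes are often missed at this depth and with 2 replicates. Each simulated comparison had 200 changed genes and no effect of replicate number, and an adjusted p depends on how many genes change. These shares therefore do not carry over to PDE2 and TIP41, for which 134 and 24 genes were called. With TIP41 the IDR targets of Fig 3A had a median log2 fold change of −0.95, and 2 of 13 passed.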

Toward this goal, we compared the gene expression of *ρ*^*+*^ cells to that of *ρ*^*0*^ cells either overexpressing or not overexpressing Pde2p. 

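Cells without mtDNA raised genes of iron uptake, drug efflux and isocitrate oxidation, and among the genes that fell were the G1 cyclin genes CLN1, CLN2 and PCL1. Between ρ0 and ρ+ cells with the empty vector, 437 genes rose and 372 fell (edgeR), 80 and 24 of them more than 3-fold. Among protein-coding genes with an average log2 CPM of at least 3 and no overlap between the groups' libraries, the 10 largest rises, with log2 fold changes of 3.27 to 5.97, were those of FIT3 and FIT2, cell wall mannoproteins that retain siderophore iron, the siderophore transporter ARN2, the isocitrate dehydrogenase genes IDH1 and IDH2, the drug transporter PDR15, and YLR346C, YRO2, GTO3 and ECM13. The largest fall among such genes was that of INH1, an inhibitor of the ATP synthase (−2.37, SE 0.39, adjusted p = 9.16e-04). POL30, the sliding clamp of DNA replication, fell by 2.03 on the log2 scale, and the G1 cyclins CLN1, CLN2 and PCL1 had log2 fold changes of −1.88, −1.70 and −1.73. YOX1, a repressor of cell cycle genes (−2.12), IMD2 of GMP synthesis (−2.07), TOS4 (−1.99), TOS6 (−1.77) and YKR075C (−1.86) completed their 10 largest falls. The highest adjusted p of these 20 genes was 0.0162, and 13 of them passed under every one of 19 alternative analyses that tested them. Without ρ+ vector replicate 0, ARN2, PDR15, GTO3 and ECM13 did not pass (lowest adjusted p 0.0559). ARN2 and PDR15 also did not pass without ρ+ vector replicate 1 (0.0757 to 0.0768), YKR075C without ρ0 vector replicate 0 (0.101), and ARN2 and YKR075C without ρ0 vector replicate 1 (0.0611 to 0.145). The total of 809 genes was 258 and 434 without ρ+ vector replicates 0 and 1, 465 without ρ0 vector replicate 1, 522 with DESeq2 and 353 with limma on log2(FPKM + 1).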

We also overexpressed Tip41p in *ρ*^*0*^ cells as a positive control, since perturbation of the arm of the TORC1 pathway in which Tip41p functions ameliorates the gene expression changes precipitated by mtDNA loss [24].

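In ρ0 cells, the TIP41 plasmid lowered FIT3, PDR5 and IDH1, which loss of mtDNA raises. Relative to ρ0 cells with the empty vector, 8 genes rose and 16 fell (edgeR). Lower were FIT3 (−1.67, SE 0.22, adjusted p = 0.00272), the drug efflux pumps PDR5 (−1.21, SE 0.18, adjusted p = 0.00462) and SNQ2 (−0.85), the iron-sulfur scaffold ISU1 (−1.10), IDH1 (−1.01), the transcription factor VHR1 (−0.96), the peroxisomal import factor PEX21 (−0.84), and SPO24 (−1.20), YLR297W (−1.11) and YMR102C (−1.06). Among those higher were COR1 and COX13, subunits of respiratory complexes (0.88 and 0.86), the mitochondrial superoxide dismutase SOD2 (0.77), YNL134C, and IRC16 and ERV2, which lie beside TIP41 on chromosome XVI. Loss of mtDNA had changed 19 of the 24 genes in the opposite direction, raising 15 that TIP41 lowered and lowering 4 that it raised. The rest of the 24 were TIP41 itself, the plasmid marker URA3, and IRC16, ERV2 and YPR039W, which overlap or adjoin TIP41. The comparisons share the ρ0 vector libraries, and data simulated with no effect of TIP41 gave 0.7 and 0.117 such genes on average, while independent lists would share 1.2 and 0.51. With no effect of TIP41 simulated, few genes are called for it. The simulated counts thus do not give the overlap that shared libraries produce for 16 and 8 called genes. Across the 5832 genes, which are not independent replicates, the log2 fold changes of the comparisons correlated at −0.58 (Spearman −0.60; simulated −0.24), with a covariance of −0.116 (simulated −0.050). With 1 ρ0 vector library for each comparison the correlation was −0.32 or −0.16. That split sets replicate 0 against replicate 1, so a difference between replicate numbers enters both comparisons with the same sign. Single libraries also vary more, so the drop does not measure the part that comes from the shared libraries. The simulated value shows that shared libraries alone give a negative correlation. With both ρ0 vector libraries in each comparison, the correlation was −0.34 without ρ0 TIP41 replicate 0. Over protein-coding genes the log2 fold change fell with gene length with TIP41 (Spearman −0.23) and rose with it with loss of mtDNA (0.11). The part of length in the correlation and in the 19 genes was not tested. The 24 genes were 12 and 14 without ρ+ vector replicates 0 and 1, 116 and 12 without ρ0 vector replicates 0 and 1, and 6 and 10 without ρ0 TIP41 replicates 0 and 1. The 19 genes were 8, 9, 111, 7, 2 and 6 under the same omissions. In a fit with replicate number as a block 114 genes passed, all 24 among them, and 95 had moved back. Only IRC16 of the 16 genes named here passed under all 19 alternatives. Without ρ0 TIP41 replicate 0, 13 did not pass (adjusted p from 0.102 to 0.389), without replicate 1, 11 (0.0558 to 0.313), without ρ+ vector replicate 0, 9 (0.0502 to 0.175), without replicate 1, 8 (0.0522 to 0.16), without ρ0 vector replicate 1, 8 (0.0857 to 0.321), and without ρ0 PDE2 replicate 0 or 1, YLR297W and SNQ2 (0.0571 to 0.108).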

We first assessed the expression level of *PDE2* and *TIP41* transcripts in our samples, and we also investigated potential selective pressure against overexpression of these genes. We noted that *ρ*^*0*^ cells overexpressing Pde2p do so with *PDE2* transcript levels averaging nearly four-fold higher than *ρ*^*0*^ cells incorporating an empty vector, while *ρ*^*0*^ cells overexpressing Tip41p contain *TIP41* transcript levels 12-fold higher than *ρ*^*0*^ cells containing an empty vector (S1 Table). 

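Each plasmid raised the transcript of the gene it carries. PDE2 (YOR360C, chromosome XV, 1013241 to 1014821 in R64) had 609.9 ± 40.5 normalized CPM (SD, n = 2) in ρ0 cells with its plasmid and 168 ± 21.7 in ρ0 cells with the empty vector, a 3.62-fold difference (95% interval by a normal approximation 2.88 to 4.55; log2 fold change 1.86, SE 0.17, adjusted p = 4.67e-05 from edgeR). TIP41 (YPR040W, chromosome XVI, 647305 to 648375) had 679.9 ± 113 normalized CPM with its plasmid and 56.2 ± 6.66 with the vector, a 12.1-fold difference (9.36 to 15.7; log2 fold change 3.60, SE 0.19, adjusted p = 1.44e-07). In the ρ+ cells the levels were 132 ± 5.84 for PDE2 and 48 ± 9.53 for TIP41, and the TIP41 plasmid left PDE2 at 137 ± 32.9 (−0.29, SE 0.17, adjusted p = 0.586, range over the alternatives 0.401 to 1). The difference in PDE2 missed the threshold with limma on log2(FPKM + 1), where its adjusted p was 0.0656 (range over the alternatives 5.11e-19 to 0.068). TIP41 passed under every alternative. The 31 genes encoded by mtDNA had 9 and 6 fragments in all in ρ+ vector replicates 0 and 1 and were listed at 0 in each of the 6 ρ0 libraries. They are too few fragments for a test.

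**Figure D1:**
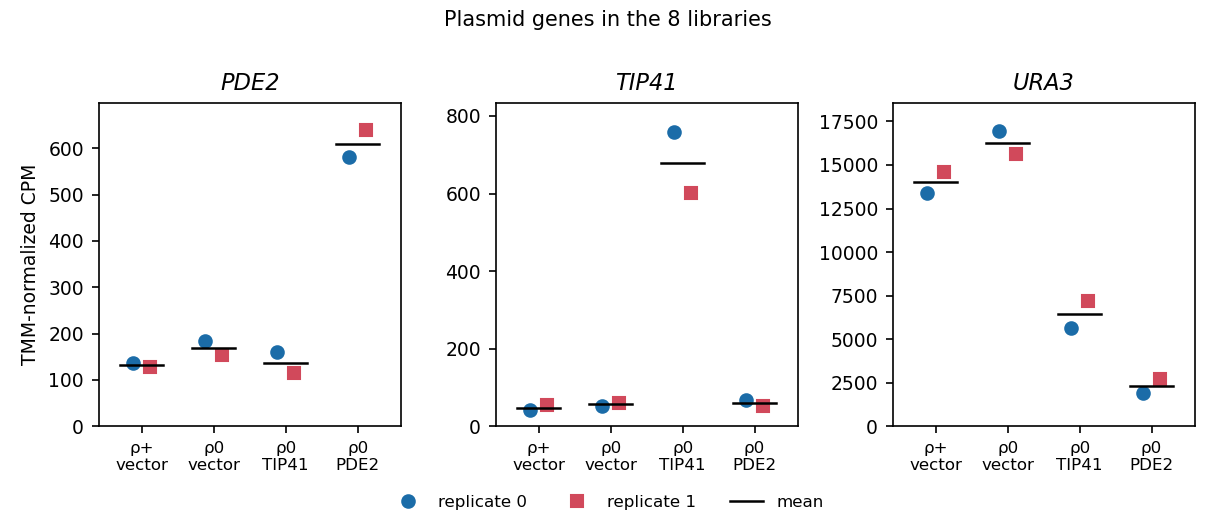
TMM-normalized CPM of PDE2, TIP41 and URA3, the marker of all 3 plasmids, in each library (points) with the mean of each group (bars). PDE2 averages 609.9 and TIP41 679.9 normalized CPM with their own plasmids, while URA3 averages 2307 with the PDE2 plasmid against 16284 with the empty vector.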

High-copy plasmids used for gene overexpression contained the *URA3* gene as a selectable marker. 

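URA3, which encodes an enzyme of uracil synthesis, is the marker of all 3 plasmids, and its transcript was lower from the plasmids that carry a second gene. URA3 (YEL021W, chromosome V, 116167 to 116970) had 16284 ± 943 normalized CPM in ρ0 cells with the empty vector, 6434 ± 1098 with the TIP41 plasmid and 2307 ± 555 with the PDE2 plasmid (SD, n = 2). The TIP41 plasmid thus gave 60.5% less (−1.34, SE 0.20, adjusted p = 0.0048 from edgeR) and the PDE2 plasmid 85.8% less (−2.82, SE 0.21, adjusted p = 5.81e-06). URA3 was also lower with PDE2 than with TIP41 (−1.48, SE 0.20, adjusted p = 0.00187). Among cells with the empty vector, ρ+ cells had 14004 ± 829, close to ρ0 cells (0.22, SE 0.19, adjusted p = 0.501, range over the alternatives 0.32 to 0.797). The fall with TIP41 did not pass without ρ0 TIP41 replicate 0 (−1.17, adjusted p = 0.21, range over the alternatives 2.05e-10 to 0.21), and the difference between PDE2 and TIP41 did not pass without ρ0 PDE2 replicate 0 (−1.24, adjusted p = 0.096, range 1.39e-12 to 0.211). With only the 2 groups compared in the fit, these adjusted p values were 0.0737 and 0.053, and with limma on log2(FPKM + 1) they were 0.201 and 0.211.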

When compared to *URA3* expression within *ρ*^*0*^ cells containing an empty 2μ-*URA3* vector, *ρ*^*0*^ cells overexpressing Tip41p contain 61% less *URA3* transcript, and *ρ*^*0*^ cells overexpressing Pde2p possess 86% less *URA3*, suggesting that cells that express Tip41p or Pde2p at extreme levels might be lost from the population. These findings are congruent with the essential nature of PKA signaling [34] and of signaling through the Tap42p-dependent arm of the TORC1 pathway [42].

As expected, genes within the IDR pathway (Fig 3A), the PDR pathway (Fig 3B), and the RTG pathway (Fig 3C) were significantly induced by mtDNA deletion. 

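Loss of mtDNA raised most of the iron, drug resistance and retrograde targets that the paper shows in Fig 3. FIT3 (YOR383C, chromosome XV, 1060441 to 1061055), a cell wall protein that retains siderophore iron, rose from 55.3 ± 1.09 normalized CPM in ρ+ cells to 3470.0 ± 1297 in ρ0 cells (log2 fold change 5.97, SE 0.27, adjusted p = 1.49e-08 from edgeR). PDR5 (YOR153W, chromosome XV, 619840 to 624375), a drug efflux pump, rose from 1118 ± 63.7 to 9896 ± 1926 (3.15, SE 0.19, adjusted p = 6.56e-08). IDH2 (YOR136W, chromosome XV, 580250 to 581359) rose from 121 ± 5.01 to 1604 ± 84.1 (3.72, SE 0.20, adjusted p = 2.03e-08), IDH1 (YNL037C, chromosome XIV, 557920 to 559002), the other subunit of isocitrate dehydrogenase, from 105 ± 6.73 to 1262 ± 179.9 (3.60, SE 0.21, adjusted p = 6.56e-08), and the aconitase gene ACO1 had a log2 fold change of 2.51 (SE 0.32, adjusted p = 0.00156). Of the IDR targets of Fig 3A, 12 of 13 were higher (13 adjusted over the list alone), of the PDR targets of Fig 3B 8 of 9 (9), and of the RTG targets of Fig 3C 3 of 4 (4), with median log2 fold changes of 2.24, 2.74 and 3.06. The study chose these genes on these samples, so the counts are not independent evidence of direction. Those not past the threshold were FIT1 (4.36, SE 1.04, adjusted p = 0.0716), BDH2 (3.38, SE 0.74, adjusted p = 0.0589) and the citrate synthase gene CIT2 (2.12, SE 0.48, adjusted p = 0.051). With replicate number as a block their adjusted p values were 0.0143, 8.24e-08 and 3.46e-10, and their ranges over the alternatives were 4.41e-06 to 0.341, 8.24e-08 to 0.283 and 3.46e-10 to 0.149. FIT1 also passed without ρ0 vector replicate 0 (0.00129) or 1 (0.0123), BDH2 without ρ0 vector replicate 0 (0.0477), and CIT2 without ρ0 PDE2 replicate 0 (0.0201) or 1 (0.014). In wider lists from background knowledge, 23 of 29 genes of the iron regulon were higher (26 higher and 1 lower adjusted over the list alone; 11 are also in Fig 3A), as were 14 of 19 targets of Pdr1p and Pdr3p (15; 8 also in Fig 3B) and 5 of 7 retrograde targets (6; 4 also in Fig 3C). All 6 lists stood out from other genes in camera with its preset correlation (adjusted p from 1.03e-19 for the iron regulon to 4.19e-07 for the wider retrograde list), and each had an adjusted p = 0.403 with an estimated correlation. Without ρ+ vector replicate 0 the PDR targets higher were 5, the iron regulon genes 11 and the retrograde targets 3, which was also 3 without ρ+ vector replicate 1.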

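PDE2 overexpression lowered members of the iron, drug resistance and retrograde sets in ρ0 cells. FIT3 fell to 752 ± 67.1 normalized CPM with the PDE2 plasmid (log2 fold change −2.21, SE 0.22, adjusted p = 2.63e-04 from edgeR). The siderophore transporter ARN1 (−0.86, adjusted p = 0.0445), the iron reductase FRE3 (−1.10, 0.0272) and the transcription factor VHR1 (−0.71, 0.00901) were the other IDR targets past the threshold, 4 of 13. PDR5 fell to 5781 ± 196 (−0.78, SE 0.17, adjusted p = 0.0356), and with YMR102C (−0.79, SE 0.19, adjusted p = 0.0458) made 2 of 9 PDR targets. IDH1 at 557 ± 138 (−1.18, SE 0.19, adjusted p = 0.00479) and IDH2 at 818 ± 207 (−0.97, SE 0.18, adjusted p = 0.0106) made 2 of 4 RTG targets. Adjusted over the list alone 7, 3 and 2 passed, and all 13 IDR targets had a negative fold change. The 3 sets were chosen for high values in the same ρ0 vector libraries, so they are not independent evidence of direction. The counts were 11, 6 and 4 with replicate number as a block. In camera the sets had adjusted p values of 1.62e-10, 1.05e-04 and 1.37e-04 (0.403, 0.524 and 0.403 with an estimated correlation). Of the wider lists, 5 of 29 iron regulon genes (14 adjusted over the list alone, 18 with the block), 2 of 19 Pdr1p and Pdr3p targets (7 and 9) and 2 of 7 retrograde targets (3 and 5) fell, at camera adjusted p values of 3.06e-11, 3.64e-05 and 1.37e-04 (0.467, 0.418 and 0.473 with an estimated correlation). FIT3 passed under every alternative, whereas PDR5 and YMR102C did not pass without any 1 library other than ρ0 vector replicate 0 (adjusted p from 0.0521 to 0.294). ARN1 and FRE3 also did not pass without ρ+ vector replicate 0 or 1, ρ0 vector replicate 1 or ρ0 PDE2 replicate 0, VHR1 without ρ0 PDE2 replicate 0, and ARN1, IDH1 and IDH2 without ρ0 PDE2 replicate 1, within the same range. Without ρ0 vector replicate 0 the sets had 9, 8 and 2 genes lower and the iron and drug lists 15 and 10. The IDR count was 2 without ρ+ vector replicate 0, ρ+ vector replicate 1 or ρ0 vector replicate 1 and 1 without ρ0 PDE2 replicate 0, and the iron list had 2 without each of these 4 libraries and 3 without ρ0 PDE2 replicate 1. Without ρ0 PDE2 replicate 1 neither IDH gene was left in the retrograde lists.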

Consistent with improved fitness of cells lacking mtDNA following PKA inhibition, transcription of genes within all three of these pathways was diminished in *ρ*^*0*^ cells overexpressing Pde2p (Fig 3A–3C). Excitingly, our analysis revealed that *ARG1*, *ARG3*, *ARG4*, *ARG5*,*6*, *ARG7*, *CPA1*, and *CPA2*, all encoding genes involved in arginine biosynthesis [43], were induced upon mtDNA loss (q <0.05, S1 Table). 

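Genes of the arginine pathway were all higher on average in ρ0 than in ρ+ cells, but for the genes named here other than CPA1 the rise was larger in 1 of the 2 ρ0 vector cultures. ARG3 (YJL088W, chromosome X, 268799 to 269815), ornithine transcarbamylase, had 14.8 and 33.1 normalized CPM in ρ0 vector replicates 0 and 1 and 6.45 ± 2.18 in ρ+ cells (log2 fold change 1.74, SE 0.38, adjusted p = 0.00808 from edgeR). CPA1 (YOR303W, chromosome XV, 882899 to 884134), the small subunit of carbamoyl phosphate synthase, rose by 1.12 (SE 0.14, adjusted p = 1.36e-04). ARG1 (YOL058W, chromosome XV, 219211 to 220473), argininosuccinate synthase, had 88.6 and 412 in ρ0 vector replicates 0 and 1 and 40.8 ± 8.13 in ρ+ cells (2.56, SE 0.91, adjusted p = 0.164). ARG4, ARG5,6 (0.98) and ARG7 (0.87) had adjusted p values of 0.186, 0.115 and 0.279. Thus 2 of the 7 genes named by the paper passed (4 adjusted over the list alone and 4 with replicate number as a block, ARG5,6 among them at 0.021, range over the alternatives 8.03e-06 to 0.397), and their selection on these samples makes them no independent evidence of direction. Of 10 arginine biosynthesis genes, which include these 7, the same ARG3 and CPA1 passed (2 adjusted over the list alone). Camera gave adjusted p values of 1.22e-04 and 4.07e-04 for the 7 and the 10 genes (0.418 and 0.499 with an estimated correlation). Without ρ0 vector replicate 0 all 7 passed (ARG1, ARG4, ARG5,6 and ARG7 at 7.99e-06 to 0.0194), and without ρ0 vector replicate 1 CPA1 passed and ARG3 did not (0.137). The log2 fold changes of ARG1, ARG4, ARG5,6 and ARG7 were 3.28, 2.05, 1.43 and 1.38 without replicate 0 and 1.06, 0.59, 0.32 and 0.08 without replicate 1. ARG3 also did not pass without ρ+ vector replicate 0 or 1 (0.0849 and 0.0638), where 1 gene of the 7 was left.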

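With the PDE2 plasmid, transcripts of ARG1 and ARG3 averaged near their level in ρ+ cells, and that of CPA1 lay between ρ+ and ρ0 vector cells. ARG3 had 7.73 ± 0.0564 normalized CPM with PDE2 (SD, n = 2; log2 fold change against ρ0 vector −1.61, SE 0.39, adjusted p = 0.0497 from edgeR), and CPA1 fell by 0.59 on the log2 scale (SE 0.14, adjusted p = 0.0458). ARG1 had 44.3 ± 8.17 (−2.47, SE 0.92, adjusted p = 0.257, range over the alternatives 0.00521 to 0.564). Of the 7 arginine genes 2 were lower (5 adjusted over the list alone, 4 with replicate number as a block). Of the 10 genes of arginine biosynthesis, 2 were lower (4 adjusted over the list alone, 4 with the block). In camera the 7 and the 10 genes had adjusted p values of 9.23e-07 and 2.37e-06 (0.403 for both with an estimated correlation), with a median log2 fold change of −1.61 over the 7. With the TIP41 plasmid the levels were 70.4 ± 34.2 for ARG1 and 7.88 ± 1.35 for ARG3. As with loss of mtDNA, the contrast for ARG1 rests on the level in ρ0 vector replicate 1: without ρ0 vector replicate 0 all 7 genes were lower (ARG1 at 0.0385), and ARG1 had log2 fold changes of −3.19 and −0.98 without replicates 0 and 1. Leaving out any 1 of the other 7 libraries ended the calls of both ARG3 and CPA1 (adjusted p of 0.0858 to 0.0968 and 0.0906 to 0.0938 without ρ+ vector replicates 0 and 1, 0.0835 to 0.321 without ρ0 vector replicate 1, 0.0714 to 0.0796 and 0.0666 to 0.0681 without ρ0 TIP41 replicates 0 and 1, and 0.158 to 0.242 and 0.189 to 0.201 without ρ0 PDE2 replicates 0 and 1).

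**Figure D2:**
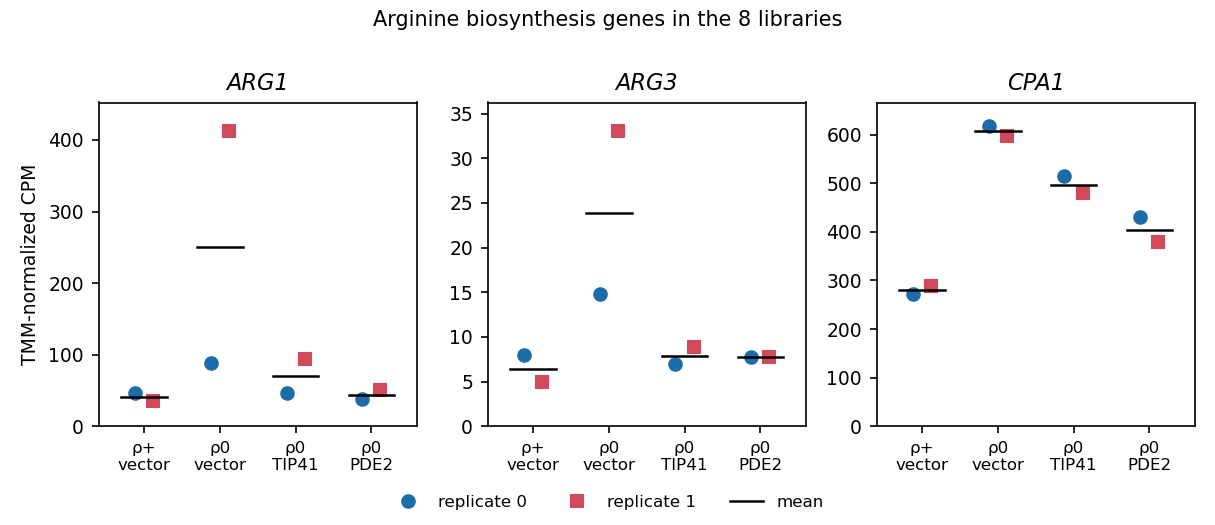
TMM-normalized CPM of ARG1, ARG3 and CPA1 in each library (points) with the mean of each group (bars). In ρ0 vector cells ARG1 reads 88.6 in replicate 0 and 412 in replicate 1.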

We focused our attention upon *ARG1*, *CPA2*, and *ARG3*, which were induced at least three-fold by mtDNA loss, and we found that the activation of these transcripts in *ρ*^*0*^ cells was reduced upon PKA inhibition (Fig 3D). 

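ARO9 and ARO10, which encode an aromatic aminotransferase and a decarboxylase that act in series on aromatic amino acids, were far lower in ρ0 than in ρ+ cells, at the edge of the test. ARO9 (YHR137W, chromosome VIII, 375709 to 377250) had 187 ± 62.1 normalized CPM in ρ+ cells and 9.15 ± 4.38 in ρ0 cells (SD, n = 2; log2 fold change −4.29, SE 0.89, adjusted p = 0.0514 from edgeR, range over the alternatives 5.02e-06 to 0.244). ARO10 (YDR380W, chromosome IV, 1234218 to 1236125) had 242 ± 118 and 20.5 ± 1.59 (−3.52, SE 0.73, adjusted p = 0.0514, range 4.81e-06 to 0.244). Adjusted over the list alone both passed, though the study picked this pair on these samples. Both genes also passed without ρ0 TIP41 replicate 0 (0.0136 and 0.0134) or 1 (0.0169 and 0.0176), with only the 2 groups compared in the fit (0.00243 and 0.0252), with a stricter filter on low counts (0.0454 and 0.0456), with DESeq2 (5.02e-06 and 4.81e-06) and with limma on log2(FPKM + 1) (0.0167 and 0.0212).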

Finally, we encountered a significant down-regulation of *ARO9* and *ARO10* following mtDNA deletion (Fig 3E). These two genes play roles in aromatic amino acid catabolism [44]. The downregulation of these two targets upon mtDNA deletion was also alleviated by PKA inhibition. Together, our data indicate that the changes to nuclear transcription normally associated with mtDNA damage can be partially reversed by reduced PKA activity.

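With the PDE2 plasmid the means of ARO9 and ARO10 lay closer to ρ0 vector than to ρ+ cells, and their differences from ρ0 vector cells did not pass the test. ARO9 had 37.9 ± 19.2 normalized CPM in ρ0 PDE2 cells (SD, n = 2; log2 fold change against ρ0 vector 1.95, SE 1.01, adjusted p = 0.379 from edgeR, range over the alternatives 0.00521 to 0.719). ARO10 had 31.7 ± 7.96 (0.59, SE 0.84, adjusted p = 0.754, range 0.276 to 0.934). The TIP41 plasmid gave 64.6 ± 50.9 for ARO9 (2.85, SE 0.93, adjusted p = 0.429, range 0.00788 to 0.812) and 82.3 ± 57.6 for ARO10 (2.05, SE 0.75, adjusted p = 0.467, range 0.00788 to 0.819). Over the alternatives the log2 fold changes ran from 1.39 to 2.56 for ARO9 and 0.35 to 0.86 for ARO10 with PDE2, and from 1.62 to 3.47 and 1.02 to 2.56 with TIP41. The p-values of the authors' deposited table, adjusted over the genes tested here, put ARO9 past the threshold with PDE2 and both genes past it with TIP41.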

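PDE2 overexpression moved many genes back toward their level in ρ+ cells, among them FIT3 and IDH1, which loss of mtDNA raises, and CWP2, CAR1 and LSC2, which it lowers. In ρ0 cells the PDE2 plasmid raised 76 genes and lowered 58 (edgeR), 7 of them more than 3-fold. Among protein-coding genes with an average log2 CPM of at least 3 and no overlap between the groups' libraries, apart from PDE2 itself, the largest rises were those of the riboflavin synthesis gene RIB4 (1.37, SE 0.16, adjusted p = 4.94e-04), the cell wall mannoproteins CWP2 (1.33) and CWP1 (1.00), the coactivator ADA2 (1.14), EDC1 of mRNA decapping (1.04), arginase CAR1 (1.01), SUMO (SMT3, 0.98), YDL086W (0.94), succinyl-CoA ligase LSC2 (0.92) and URA1 (0.90). The largest falls of such genes after FIT3, URA3 apart, were those of FMP23 (−1.84, SE 0.42, adjusted p = 0.04), the hypoxic gene ANB1 (−1.73), ARG3, the biotin precursor transporter BIO5 (−1.34), IDH1, the cyclin PCL5 (−1.13), the calmodulin-dependent kinase CMK2 (−1.11), FRE3 and YOR385W (−1.08). Loss of mtDNA had raised 50 of the genes that PDE2 lowered and lowered 49 of those it raised, 99 of 134 in all. Data simulated with no effect of PDE2, which share the ρ0 vector libraries in the same way, gave 0.5 and 0.3 such genes on average, and independent lists would share 4.35 and 4.85. Genes raised by both or lowered by both were also few in the simulated data, 0.2 and 0.133 on average (0 and 0 observed). With no effect of PDE2 simulated, few genes are called for it. The simulated counts thus do not give the overlap that shared libraries produce for 58 and 76 called genes. The simulated libraries carry no effect of replicate number. Across the 5832 genes, which are not independent replicates, the log2 fold changes correlated at −0.60 (Spearman −0.60; simulated −0.23, from −0.34 to −0.15), with a covariance of −0.135 (simulated −0.047). With 1 ρ0 vector library for each comparison the correlation was −0.33 or −0.26. That split sets replicate 0 against replicate 1, so a difference between replicate numbers enters both comparisons with the same sign. Single libraries also vary more, so the drop does not measure the part that comes from the shared libraries. The simulated value shows that shared libraries alone give a negative correlation. Over protein-coding genes the log2 fold change fell with gene length with PDE2 (Spearman −0.32) and rose with it with loss of mtDNA (0.11). The part of length in the genes moved back and in the correlation was not tested. From the lower transcripts of the IDR, PDR, RTG and arginine genes and the recovery of ARO9 and ARO10, the paper infers that reduced PKA activity can partially reverse the changes to nuclear transcription that go with mtDNA damage.

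**Figure D3:**
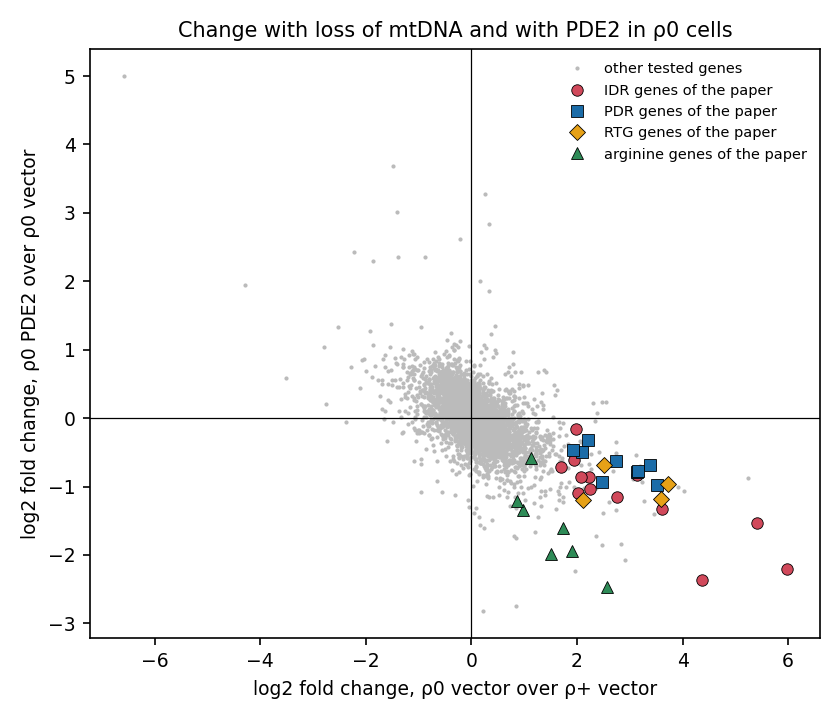
Log2 fold change with PDE2 (vertical) against log2 fold change with loss of mtDNA (horizontal) for the 5832 genes tested, with the IDR, PDR, RTG and arginine genes of the paper marked by color and shape. The marked genes lie at the lower right, raised on average by the loss and lowered on average by PDE2.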

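These totals depend on single libraries. The 134 genes were 63 and 56 without ρ+ vector replicates 0 and 1, 423 and 48 without ρ0 vector replicates 0 and 1, 80 without ρ0 TIP41 replicate 0, and 25 and 74 without ρ0 PDE2 replicates 0 and 1. The 99 moved back were 39, 42, 326, 38, 65, 20 and 54 under the same omissions. With replicate number as a block 571 genes passed, all 134 among them, and 354 moved back. With DESeq2 242 passed and 118 moved back, with limma on log2(FPKM + 1) 6 and 5, and with only the 2 groups compared in the fit 11 and 9. Of these 20 genes with the largest rises and falls FIT3, RIB4 and CMK2 passed under all 19 alternatives. FMP23, ANB1, ARG3 and BIO5 did not pass without any 1 library other than ρ0 vector replicate 0. EDC1 and CWP1 did not pass without any 1 ρ+ vector or ρ0 vector library, FRE3 and LSC2 without ρ+ vector replicate 0 or 1 or ρ0 vector replicate 1, and ADA2 and CAR1 without ρ0 vector replicate 1. Without ρ0 PDE2 replicate 0 EDC1, CWP1, FRE3, LSC2, SMT3, URA1 and YOR385W and without replicate 1 IDH1, ADA2, EDC1, CAR1 and URA1 did not pass either. The adjusted p values lay between 0.0523 and 0.321 in all these cases.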

**Fig 3:**
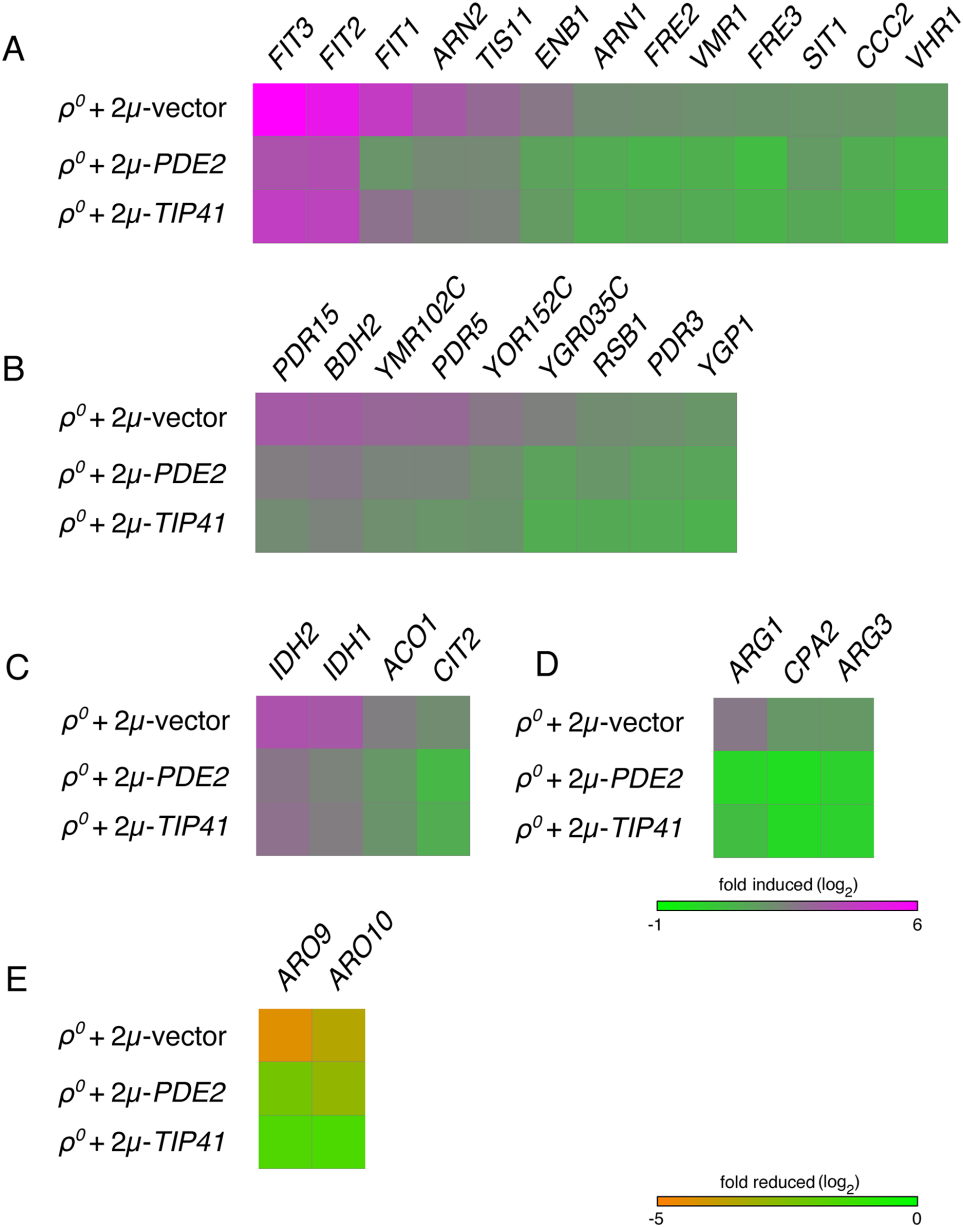
Overexpression of Pde2p can diminish the transcriptional response to mtDNA deletion. (A) IDR target genes activated by mtDNA loss are attenuated upon Pde2p overexpression. Wild-type strain BY4743 transformed with vector pRS426, plasmid b89 (pRS426-*PDE2*), or plasmid M489 (pRS426-*TIP41*) was treated with EtBr for 24 hr to force mtDNA loss. Gene expression levels were determined by next-generation sequencing and normalized to BY4743 *ρ*^*+*^ cells harboring vector pRS426. Genes selected for analysis were activated more than three-fold in *ρ*^*0*^ cells expressing vector pRS426 over *ρ*^*+*^ cells expressing the same plasmid, were statistically significant upon comparison of these two conditions (q < 0.05), and were listed as IDR targets in [127] or [128]. (B) Genes activated by the PDR pathway in *ρ*^*0*^ cells are reduced in expression by Pde2p overexpression. Analysis was performed as in (A), except genes selected for analysis were identified as PDR pathway targets in [129] or [130]. (C) Genes activated by the RTG signaling pathway in cells lacking a mitochondrial genome are decreased in expression by Pde2p overproduction. Analysis was performed as in (A), with RTG pathway targets provided by [41]. (D) Arginine biosynthesis genes are upregulated upon mtDNA loss, but this response is reduced upon PKA inhibition. Analysis was performed as in (A), with arginine biosynthesis genes reported by [124]. (E) Two genes involved in aromatic amino acid breakdown and reduced in expression following mtDNA loss are recovered in expression when Pde2p is overexpressed. Analysis was performed as in (A). *ARO9* and *ARO10* were selected after a more than three-fold (q < 0.05) reduction in expression when comparing *ρ*^*0*^ cells to *ρ*^*+*^ cells containing vector pRS426. Quantitative expression data can be found in S1 Table. Data are visualized using [131].

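Set against ρ+ cells, FIT3, PDR5 and IDH1 of Fig 3A to 3C were still raised with either plasmid. FIT3 was above its ρ+ level by 3.77 (SE 0.25, adjusted p = 1.42e-06) on the log2 scale in ρ0 PDE2 cells and by 4.31 (SE 0.25, adjusted p = 3.16e-07) in ρ0 TIP41 cells, where it had 1093 ± 67.9 normalized CPM (edgeR). PDR5 stood at 2.37 (SE 0.18, adjusted p = 2.51e-06) with PDE2 and 1.94 (SE 0.18, adjusted p = 1.33e-05) with TIP41 (4272 ± 235 normalized CPM), and IDH1 at 2.42 (SE 0.20, adjusted p = 6.39e-06) and 2.59 (SE 0.20, adjusted p = 2.30e-06). All 3 genes passed in both comparisons under every alternative.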

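Set against ρ+ cells, ARO9 and ARO10 were lower on average with either plasmid. The log2 fold change of ARO9 was −2.34 (SE 0.76, adjusted p = 0.224) in ρ0 PDE2 cells and −1.45 (SE 0.70, adjusted p = 0.395) in ρ0 TIP41 cells, and that of ARO10 was −2.93 (SE 0.71, adjusted p = 0.125) and −1.47 (SE 0.63, adjusted p = 0.338) (edgeR). Over the alternatives they ran from −2.90 to −1.83 and −2.68 to −0.87 for ARO9 and from −3.39 to −2.36 and −2.51 to −0.91 for ARO10. ARO10 was past the threshold with PDE2 without ρ0 TIP41 replicate 0 (0.0412) or 1 (0.0499) and with DESeq2 (7.39e-04; range over the alternatives 7.39e-04 to 0.399). The authors' deposited p-values put both genes past it with PDE2 (0.00196 for each) and with TIP41 (0.00174 for each), where ARO9 with PDE2 and both genes with TIP41 passed under no other alternative.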

### Import of a mitochondria-directed protein is not augmented by PKA inhibition in cells lacking mtDNA

Upon deletion of mtDNA, ΔΨ^mito^ is reduced [45]. Consequently, protein import of essential, nucleus-encoded proteins through the voltage-gated IM translocons is curtailed [37,46]. Deletion of protein phosphatases acting within the TORC1 pathway [24] or blockade of vacuolar acidification [16] were previously demonstrated to reverse the effects of mtDNA damage and to increase the mitochondrial localization of an *in vivo* reporter of mitochondrial protein import. Therefore, we asked whether reduction of PKA activity might similarly result in heightened mitochondrial protein import in cells lacking mtDNA. For this purpose, we used an *in vivo* reporter of mitochondrial protein import that consists of the first 21 amino acids of Cox4p fused to a fluorescent protein [37]. As previously reported, this protein localized to mitochondria in *ρ*^*+*^ cells, but was poorly imported into the mitochondria of *ρ*^*0*^ cells (Fig 4A). Cox4p(1–21)-GFP was expressed in *WT*, *gpa2Δ* and *gpr1Δ* cells, yet in spite of the clear benefit to cellular fitness provided by deletion of these drivers of PKA signaling to cells lacking mtDNA, no redistribution of Cox4p(1–21)-GFP to *ρ*^*0*^ mitochondria of *gpa2Δ* or *gpr1Δ* cells was detected (Fig 4B and 4C). As a positive control, we included cells lacking subunit Vma2p of the vacuolar proton pumping ATPase. Cells deleted of Vma2p have been demonstrated to exhibit improved protein import following mtDNA loss [16], and mitochondrial localization to *ρ*^*0*^ mitochondria in this nuclear background was confirmed. Cox4p(1–21)-GFP was also not re-localized to *ρ*^*0*^ mitochondria in cells overexpressing Pde2p, but an empty 2μ-vector containing the *URA3* marker led to increased Cox4p(1–21)-GFP localization to mitochondria lacking mtDNA (unpublished results), making difficult the interpretation of Cox4p(1–21)-GFP import results obtained using a plasmid-based approach to Pde2p overexpression. Our findings do not support augmented protein import into *ρ*^*0*^ mitochondria upon reduction of PKA activity, potentially distinguishing diminished PKA activity from other perturbations previously demonstrated to improve the fitness of cells deleted of the mitochondrial genome.

**Fig 4:**
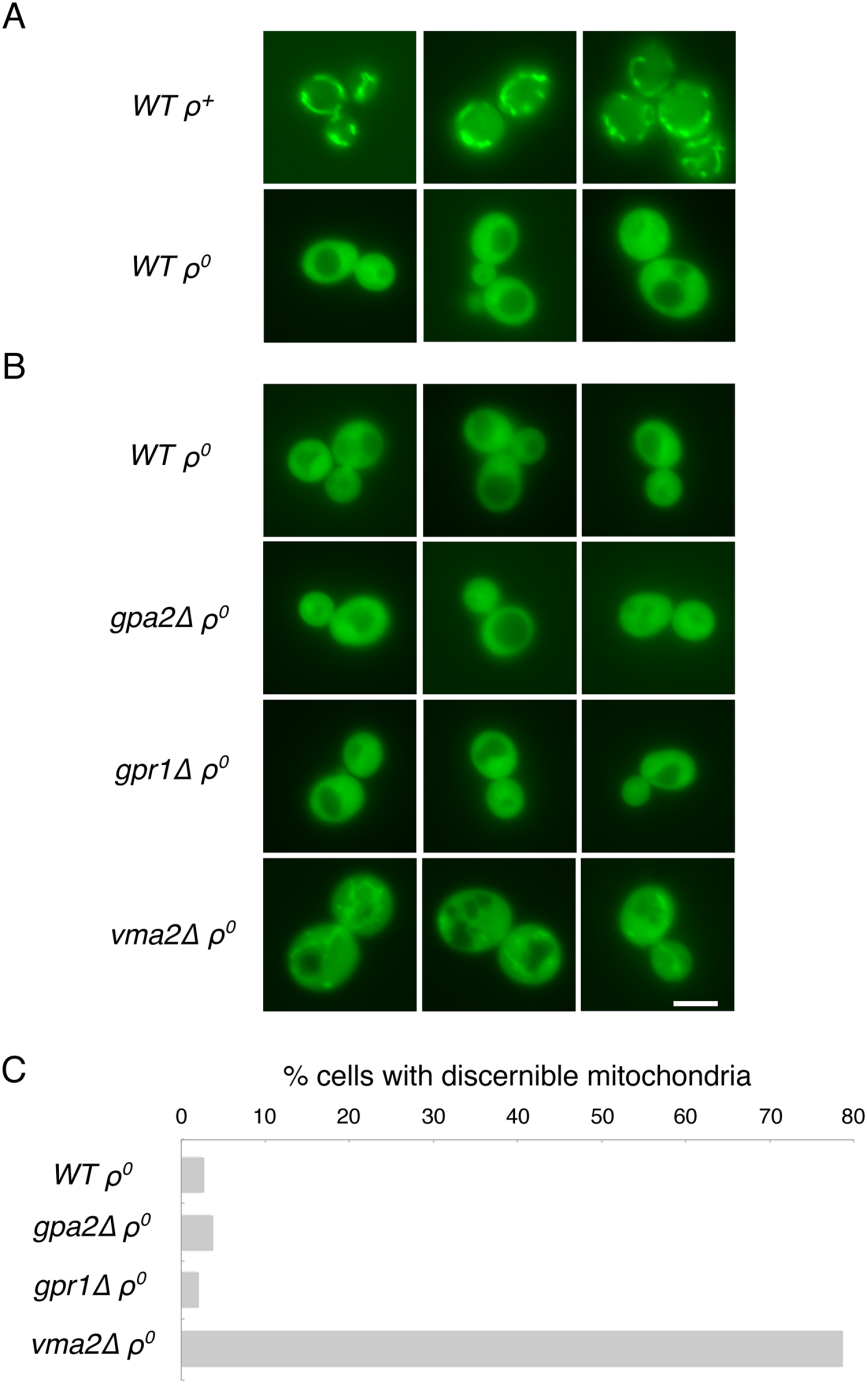
Cells lacking the glucose-sensing proteins Gpa2p or Gpr1p do not increase the localization of a mitochondria-targeted fluorescent protein to mitochondria. (A) Strain BY4742 (*WT*) carrying pHS12 and either harboring or lacking mtDNA was examined by fluorescence microscopy to demonstrate the mitochondrial location of Cox4p(1–21)-GFP in *ρ*^*+*^ cells and its cytosolic location *ρ*^*0*^ cells. Mitochondria are visible in >99% of the cells within a *ρ*^*+*^ culture [16] (B) Strains BY4742 (*WT*), CDD849 (*gpa2Δ*), CDD850 (*gpr1Δ*), and CDD496 (*vma2Δ*) carrying pHS12 and deleted of mtDNA were examined by fluorescence microscopy, with representative images displayed. Scale bar, 5μm. (C) These cultures were scored, blind to genotype, for localization of Cox4p(1–21)-GFP to mitochondria (n > 200 cells).

### Several well-characterized proteins and pathways controlled by PKA signaling are not individually responsible for the beneficial effects of PKA inhibition on cells lacking mtDNA

Lack of PKA signaling activates pathways responsive to a stressful cellular environment. Prominent transcription factors activated following PKA inhibition and driving stress resistance include Gis1p [47] and the paralogous Msn2 and Msn4 proteins [48,49]. We tested whether transcriptional activation of these factors may be solely responsible for the beneficial effects provided by PKA inhibition, but both *gis1Δ ρ*^*0*^ cells (Fig 5A) and *msn2Δ msn4Δ ρ*^*0*^ cells (Fig 5B) responded positively to Pde2p overexpression. The Rim15 kinase integrates the activities of several signaling pathways, including PKA, to control Gis1p and Msn2p/Msn4p [50], but like cells deleted of Rim15p targets, *rim15Δ* mutants lacking mtDNA are benefited by PKA inhibition (Fig 5C).

**Fig 5:**
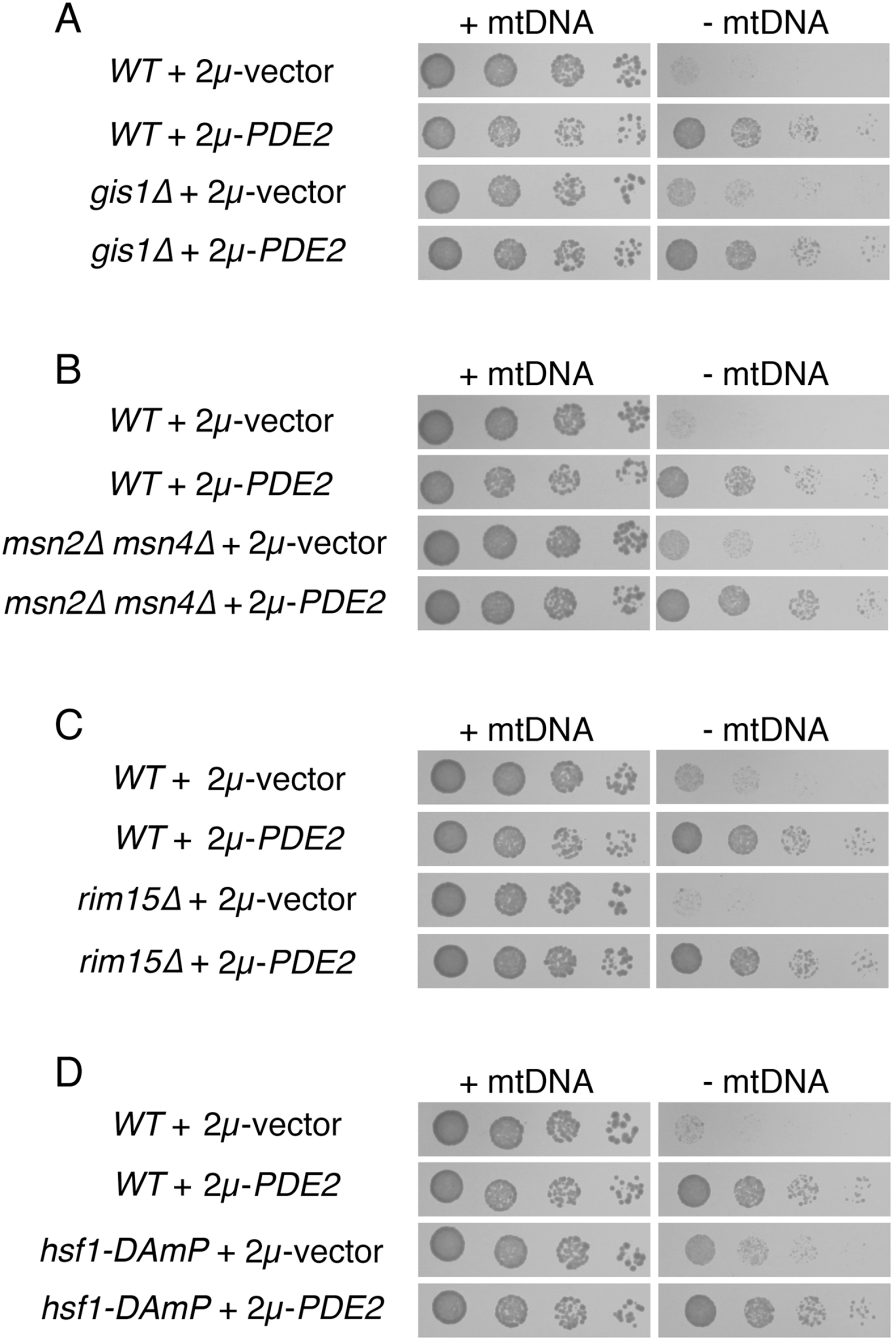
Several transcription factors driving stress resistance following PKA inhibition are not individually responsible for the benefits provided by Pde2p overexpression to cells lacking mtDNA. (A) Cells lacking Gis1p and mtDNA are increased in proliferation upon Pde2p overexpression. Strains BY4742 (*WT*) and CDD801 (*gis1Δ*) were treated as in Fig 1A. (B) Cells lacking both Msn2p and Msn4p exhibit increased fitness following mtDNA loss upon Pde2p overexpression. Strains BY4741 (*WT*) and CDD838 (*msn2Δ msn4Δ*) were treated as in Fig 1A. (C) The Rim15 kinase is not required in order for Pde2p overexpression to benefit *ρ*^*0*^ cells. Strains CDD463 (*WT*) and CDD841 (*rim15Δ*) were treated as in Fig 1A. (D) A potential reduction of Hsf1p function does not prevent increased *ρ*^*0*^ cell fitness upon overexpression of Pde2p. Strains BY4741 (*WT*) and CDD910 (*hsf1-DAmP*) were treated as in Fig 1A.

Since the essential transcription factor Hsf1p, which controls a host of stress-induced genes [51], can be inhibited via PKA signaling [52], we wondered whether induction of Hsf1p targets may be relevant to the fitness of *ρ*^*0*^ cells overexpressing Pde2p. However, a strain with potentially attenuated expression of Hsf1p due to disruption of the *HSF1* 3' untranslated region [53] was responsive to 2μ-*PDE2* after mtDNA loss (Fig 5D), and in fact *hsf1-DAmP ρ*^*0*^ cells divided more rapidly than expected when compared to *HSF1 ρ*^*0*^ cells (Fig 5D and unpublished results). Moreover, our RNA-seq analysis suggested no appreciable activation of several targets containing Hsf1p binding sites [54] upon PKA signal reduction in *ρ*^*0*^ cells, including *SSA1*, *SSA2*, *SSA3*, *SSA4*, *HSP78*, *BTN2*, *HSP104*, and *SIS1* (S1 Table). Therefore, it is unlikely that Hsf1p activation could be solely responsible for the benefits provided by PKA reduction to *ρ*^*0*^ cells.

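With the PDE2 plasmid the 8 named Hsf1p targets had fold changes in both directions. Among the chaperones of the Hsp70 family, SSA2 had the largest log2 fold change (0.54, SE 0.18, adjusted p = 0.108 from edgeR), followed by SSA1 (0.21), SSA3 (0.17) and SSA4 (0.02). The disaggregases HSP104 (−0.69, SE 0.30, adjusted p = 0.248) and HSP78 (−0.54), the sorting factor BTN2 (−0.66, SE 0.25, adjusted p = 0.181) and the Hsp40 protein SIS1 (−0.25) had negative values. By edgeR 0 of the 8 passed, with 1 higher and 2 lower at an unadjusted p under 0.05. DESeq2 called SSA2 higher (0.0229), limma on FPKM and the authors' deposited table called 0, and with replicate number as a block SSA2 was higher (0.0311) and HSP104 lower (0.0177), with ranges over the alternatives of 0.0229 to 0.394 and 0.0177 to 0.641. SSA2 also passed without ρ0 vector replicate 0 (0.0266), and the values of SSA1 without ρ0 PDE2 replicate 0 (−0.42) and of SSA4 without that library (−0.22) or ρ0 vector replicate 1 (−0.08) were below 0. Loss of mtDNA itself raised HSP104 (2.08, SE 0.31, adjusted p = 0.00337), BTN2 (1.33, SE 0.26, adjusted p = 0.00679) and SIS1 (0.89, SE 0.16, adjusted p = 0.00175). BTN2 and SIS1 did not pass without ρ+ vector replicate 0 (0.0563 to 0.15), nor did HSP104 without ρ0 vector replicate 0 (0.0565) or 1 (0.0991).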

Two chaperones, Hsp12p and Hsp26p, are induced by a reduction in PKA signaling through Msn2p/Msn4p, Gis1p, and Hsf1p [47,52,55–57]. Indeed, *HSP12* and *HSP26* transcripts are increased more than 7-fold and 4-fold, respectively, in *ρ*^*0*^ cells harboring a 2μ-*PDE2* plasmid when compared to *ρ*^*0*^ cells carrying an empty vector (Fig 6A). 

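The small heat shock genes HSP12 and HSP26 had higher means with the PDE2 plasmid, and their replicates lay far apart. HSP12 (YFL014W, chromosome VI, 107256 to 107585), a membrane-associated stress protein, had 229.7 and 71 normalized CPM in ρ0 PDE2 replicates 0 and 1, against 35.7 and 4.03 in ρ0 vector cells, a 7.17-fold difference (95% interval 1.52 to 33.8; log2 fold change 2.84, SE 1.14, adjusted p = 0.287 from edgeR, range over the alternatives 0.00521 to 0.637). HSP26 (YBR072W, chromosome II, 382030 to 382674), a chaperone that binds unfolded proteins, had 20.7 and 8.79 against 3.41 ± 0.264 (SD, n = 2), a 4.03-fold difference (1.85 to 8.79; 2.01, SE 0.57, adjusted p = 0.0788, range 0.00347 to 0.415). HSP26 passed with replicate number as a block (0.00347). The log2 fold change of HSP12 was 5.16 and 2.03 without ρ0 vector replicates 0 and 1 and 1.81 without ρ0 PDE2 replicate 0, and that of HSP26 was 1.35 without ρ0 PDE2 replicate 0.

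**Figure D4:**
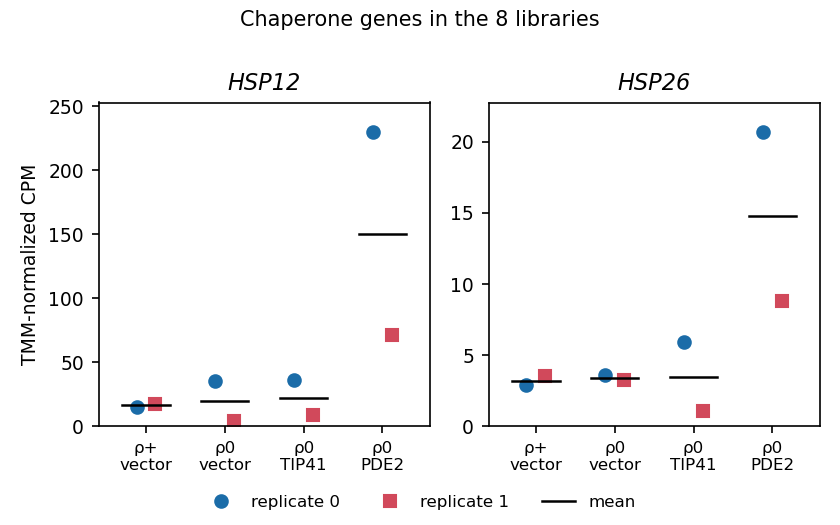
TMM-normalized CPM of HSP12 and HSP26 in each library (points) with the mean of each group (bars). ρ0 PDE2 replicate 0 is highest for both genes, at 229.7 for HSP12 and 20.7 for HSP26.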

We asked whether an increase in the production of Hsp12p or Hsp26p might be the mechanism by which reduced PKA activity benefits cells lacking mtDNA. Both *hsp12Δ ρ*^*0*^ cells and *hsp26Δ ρ*^*0*^ cells increased their proliferation rate in response to Pde2p overexpression (Fig 6B), indicating that neither Hsp12p nor Hsp26p were the lone mediators of the response to PKA reduction. These findings are consistent with the results obtained using strains lacking various transcriptional regulators of Hsp12p and Hsp26p expression.

**Fig 6:**
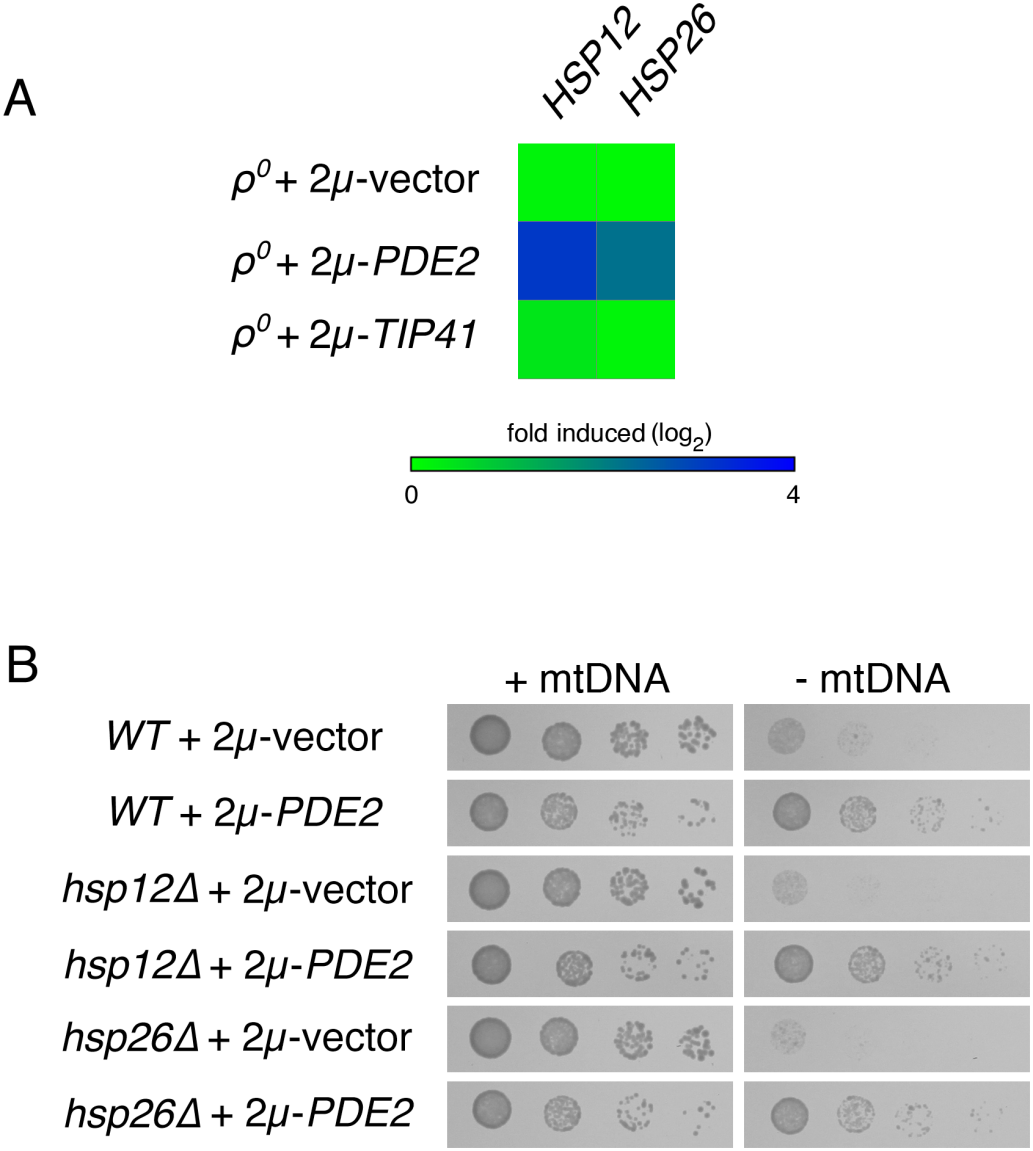
Chaperones Hsp12p and Hsp26p are not required for increased proliferation of cells lacking mtDNA upon Pde2p overexpression. (A) *HSP12* and *HSP26* transcripts are overexpressed upon PKA inhibition in *ρ*^*0*^ cells. *HSP12* and *HSP26* transcript abundance within *ρ*^*0*^ cells upon overexpression of Pde2p, overproduction of Tip41p, or upon maintenance of empty vector pRS426 were normalized to gene expression in *ρ*^*+*^ cells carrying an empty vector. (B) Neither Hsp12p nor Hsp26p are individually responsible for the benefits provided by Pde2p overexpression to cells deleted of mtDNA. Strains CDD463 (*WT*), CDD542 (*hsp12Δ*), CDD534 (*hsp26Δ*) were treated as in Fig 1A.

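Set against ρ+ cells, which had 16.5 ± 1.52 normalized CPM of HSP12 and 3.19 ± 0.449 of HSP26 (SD, n = 2), the ρ0 PDE2 cells had log2 fold changes of 3.18 (SE 1.19, adjusted p = 0.273) and 2.18 (SE 0.58, adjusted p = 0.048) (edgeR). HSP26 did not pass without ρ+ vector replicate 0 (0.396) or 1 (0.185), ρ0 vector replicate 1 (0.0526) or ρ0 PDE2 replicate 0 (0.287), with DESeq2 (0.0619) or with limma on log2(FPKM + 1) (0.238), over a range of 4.23e-04 to 0.396. HSP12 passed only with the authors' deposited p-values (0.00196, range 0.00196 to 0.598). In ρ0 TIP41 cells the values were 0.58 (SE 1.34, adjusted p = 0.891) and 0.35 (SE 0.69, adjusted p = 0.859), and without ρ0 TIP41 replicate 0 they were −0.86 and −1.51.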

PKA inhibition not only activates genes involved in stress resistance, but also leads to inhibition of cytosolic protein synthesis and cell proliferation. In parallel with the TORC1-regulated Sch9 protein, PKA phosphorylates and inhibits the highly related transcriptional repressors Dot6p and Tod6p to promote the transcription of proteins involved in cytosolic translation [58–60]. Moreover, reduction of cytosolic translation by mutation or pharmacological inhibition increases the fitness of yeast lacking mtDNA [15,61–63]. We asked whether *ρ*^*0*^ mutants lacking both Dot6p and Tod6p would still respond to PKA inhibition, and we found that *dot6Δ tod6Δ ρ*^*0*^ proliferation was enhanced by an increased dosage of Pde2p (Fig 7A). Therefore, PKA inhibition does not benefit cells lacking mtDNA solely by promoting Dot6p and Tod6p repression of transcriptional targets.

**Fig 7:**
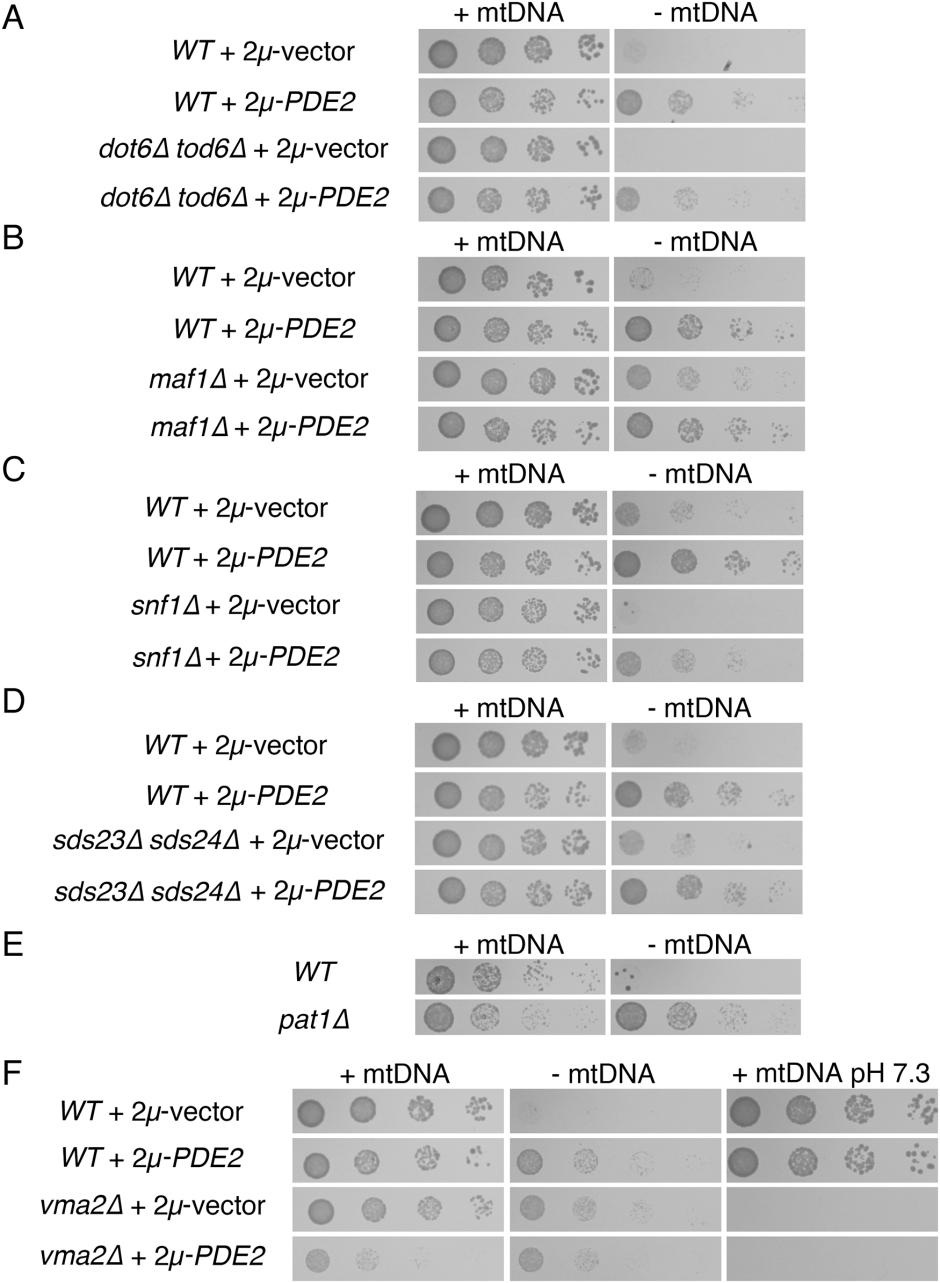
Several cellular processes and signaling pathways controlled by PKA activity are not individually responsible for the outcome of PKA inhibition for cells deleted of mtDNA. (A) Repression of transcriptional targets of Dot6p and Tod6p is not the sole mechanism by which high-copy Pde2p benefits *ρ*^*0*^ cells. Strains CDD289 (*WT*) and CDD567 (*dot6Δ tod6Δ*) were treated as in Fig 1A. (B) Repression of Maf1p targets is not required in order for Pde2p overexpression to benefit cells lacking mtDNA. Strains BY4741 (*WT*) and CDD928 (*maf1Δ*) were treated as in Fig 1A. (C) Activity of the Snf1 kinase is not required in order for Pde2p overproduction to increase proliferation of cells deprived of a mitochondrial genome. Strains CDD463 (*WT*) and CDD604 (*snf1Δ*) were treated as in Fig 1A. (D) Deletion of Sds23p and Sds24p does not prevent overexpression of Pde2p from increasing the division rate of cells lacking mtDNA. Strains BY4741 (*WT*) and CDD921 (*sds23Δ sds24Δ*) were treated as in Fig 1A. (E) Cells lacking P-body component Pat1p exhibit increased fitness after mtDNA loss. Strains BY4742 (*WT*) and CDD879 (*pat1Δ*) were treated as in Fig 1B, except *ρ*^*+*^ cells were incubated on solid YEPD medium for 1 d, while *ρ*^*0*^ cells were incubated for 2 d. (F) PKA inhibition by Pde2p overexpression is unlikely to significantly affect V_1_V_O_-ATPase assembly. Strains BY4742 (*WT*) and CDD496 (*vma2Δ*) were treated as in Fig 1A. *ρ*^*+*^ cultures were additionally plated to SC-Ura medium buffered to pH 7.3 using 100 mM HEPES-KOH, pH 7.5 and incubated for 3 d.

Maf1p also contributes to the control of cytosolic translation via its regulation of RNA polymerase III [64,65]. PKA has been reported to phosphorylate and negatively regulate Maf1p [66]. We tested whether deletion of Maf1p would prevent PKA inhibition from increasing the proliferation of *ρ*^*0*^ cells, and we found that *maf1Δ ρ*^*0*^ cells proliferated more rapidly upon overproduction of Pde2p (Fig 7B). These results indicate that PKA inhibition cannot reverse the effects of mitochondrial dysfunction solely through activation of Maf1p.

Previously, we found that Snf1p, the catalytic subunit of the AMP-sensitive protein kinase ortholog of *S*. *cerevisiae*, can play a definitive role in the outcome of mtDNA loss [24]. Moreover, the Sip1 protein, thought to direct Snf1p toward specific substrates, is altered in its subcellular location following PKA inhibition [67]. Therefore, we tested whether cells lacking Snf1p or Sip1p could exhibit increased proliferation following mtDNA loss if Pde2p was overexpressed. However, the petite-negative phenotype of *snf1Δ ρ*^*0*^ cells was rescued by PKA inhibition (Fig 7C), and *sip1Δ ρ*^*0*^ cells proliferated more quickly upon Pde2p overproduction (unpublished results), indicating that Snf1p activation is not the sole mechanism by which PKA inhibition benefits cells deprived of mtDNA.

The paralogous Sds23 and Sds24 proteins may act in opposition to PKA signaling [68] and are also likely to inhibit type 2A and 2A-like phosphatases [69,70]. It was previously shown that *sds24Δ* mutants are sensitive to mtDNA loss [24], and so we examined how cells lacking both Sds23p and Sds24p and mtDNA might respond to Pde2p overexpression. Surprisingly, a newly generated *sds24Δ* strain proliferated as rapidly as a *WT* strain following mtDNA loss on YEPD medium (S5 Fig), and a *sds23Δ sds24Δ ρ*^*0*^ strain can proliferate more rapidly than a *WT ρ*^*0*^ strain on rich medium (unpublished results). Deletions and auxotrophic markers were confirmed in previous and current strains, suggesting that previous results might be a consequence of a background mutation inherited from a parental strain obtained from the deletion mutant collection [71]. Regardless, overexpression of Pde2p could provide increased fitness to *sds23Δ sds24Δ ρ*^*0*^ cells (Fig 7D), indicating that PKA inhibition does not benefit *ρ*^*0*^ cells solely through control of Sds23p or Sds24p.

Processing Bodies, or "P-bodies," can form when cells encounter stressful conditions, and P-bodies are thought to be storage sites for mRNA transcripts not undergoing translation and potentially destined for degradation [72]. Interestingly, Tpk3p can be localized to P-bodies, and P-bodies form more quickly following Tpk3p deletion [73]. Furthermore, P-body formation can be prevented by PKA phosphorylation of the conserved Pat1 protein [74], a factor that normally promotes P-body generation [75]. Therefore, we hypothesized that PKA inhibition could increase *ρ*^*0*^ cell fitness by increasing P-body formation or functionality. However, we found that *pat1*Δ *ρ*^*0*^ cells exhibit a considerably higher division rate than *WT ρ*^*0*^ cells (Fig 7E), indicating that modulation of Pat1p cannot be wholly responsible for the benefits cells provided by PKA inhibition to cells lacking mtDNA.

Intriguing functional and physical connections exist between mitochondria and vacuoles [16,17,76–78]. Importantly, increasing vacuolar pH has been found to improve the fitness of yeast and protist cells lacking mtDNA. Some evidence suggests that PKA can modulate vacuolar V_1_V_O_-ATPase assembly [79]. Overexpression of Pde2p did not seem to provide a highly evident and reproducible proliferation benefit to *ρ*^*0*^ cells already lacking Vma2p, potentially suggesting a role for V_1_V_O_-ATPase disassembly in determining the outcome of PKA signaling in *ρ*^*0*^ cells (Fig 7F). However, while cells with reduced or absent V_1_V_O_-ATPase activity, such as the *vma2Δ* mutant, manifest defective proliferation on alkaline medium [80,81], *WT ρ*^*+*^ cells forced to overexpress Pde2p exhibit no proliferation defect at all on alkaline medium. This finding argues against PKA pathway inhibition modulating vacuolar pH to determine the proliferation rate of *ρ*^*0*^ cells.

### Overexpression of Pde2p can suppress the petite-negative phenotype of several mutants characterized by defective mitochondrial function

While *S*. *cerevisiae* can typically survive mtDNA loss, mutation of a number of nuclear genes can lead to severe proliferation defects, or a "petite-negative" phenotype [13], following mtDNA deletion. For example, mutants lacking the full function of the i-AAA protease, which is involved in protein quality control at the IM, are affected by mtDNA deletion [15,82,83]. We tested whether the petite-negative phenotype of cells lacking Mgr1p or Mgr3p, accessory subunits of the i-AAA protease, could be suppressed by Pde2p overexpression. Indeed, *mgr1Δ ρ*^*0*^ and *mgr3Δ ρ*^*0*^ cells could proliferate following mtDNA loss if carrying the 2μ-*PDE2* plasmid (Fig 8A). Next, we examined the ability of PKA inhibition to rescue the petite-negative phenotype of cells deleted of Mgr2p, a component of the TIM23 complex that controls lateral segregation of proteins into the IM [84], and we found that *mgr2Δ ρ*^*0*^ cells overexpressing Pde2p were viable (Fig 8B). Furthermore, we tested whether cells lacking Phb1p, required for formation of the prohibitin complex of the IM, could proliferate following mtDNA loss if PKA were inhibited. The prohibitin complex may scaffold the assembly of IM protein complexes [85]. Indeed, overexpression of Pde2p was able to suppress the petite-negative phenotype of *phb1Δ* mutants (Fig 8B).

**Fig 8:**
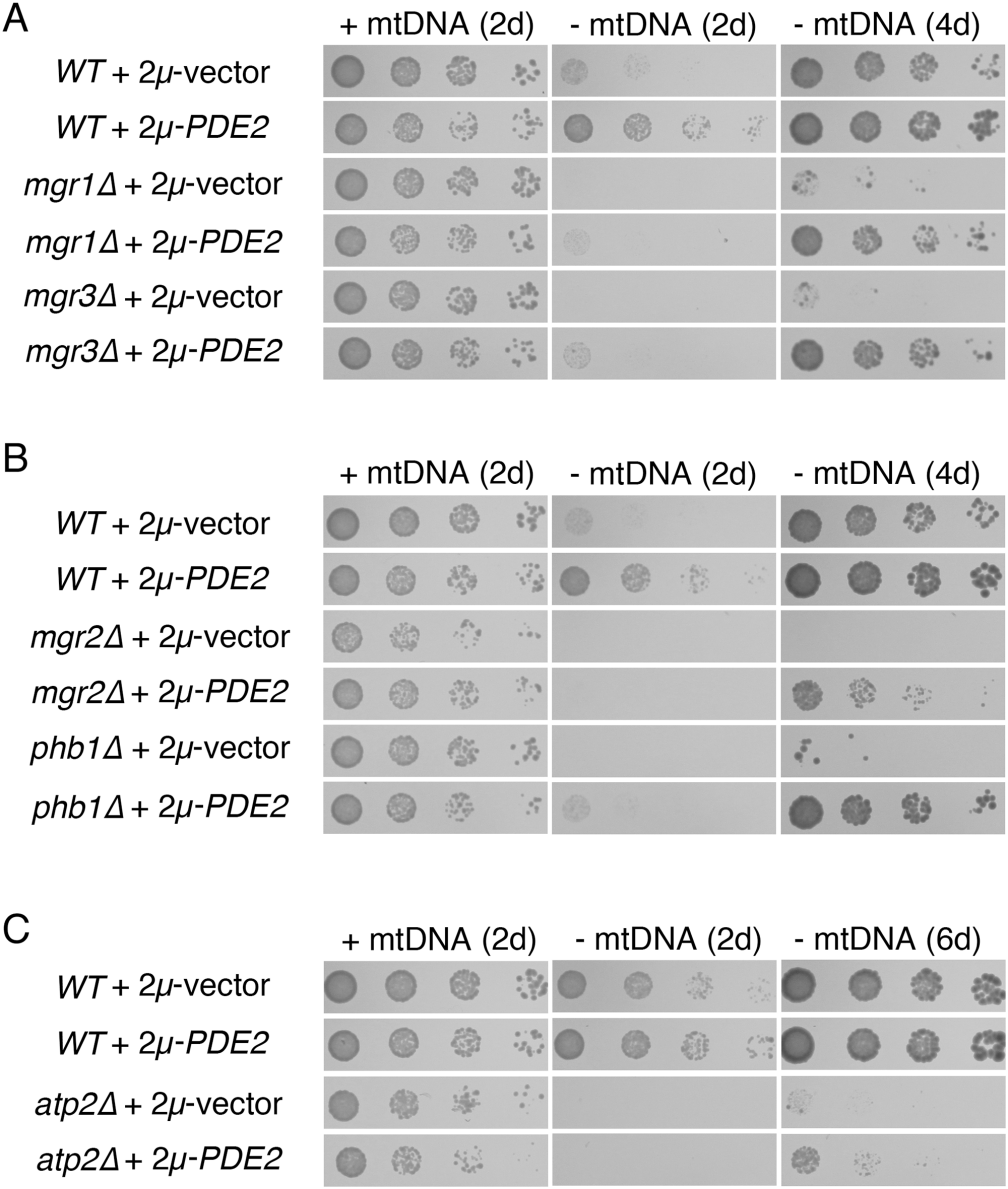
Overexpression of Pde2p can rescue the petite-negative phenotype of several mutants defective for mitochondrial function. (A) High-copy Pde2p can allow mutants deficient in activity of the i-AAA protease to remain viable following mtDNA loss. Strains BY4741 (*WT*), CDD13 (*mgr1Δ*), and CDD15 (*mgr3Δ*) were treated as in Fig 1A, with additional incubation of *ρ*^*0*^ cells to 4 d in order to demonstrate suppression of the petite-negative phenotype. (B) PKA inhibition by Pde2p overexpression can rescue the petite-negative phenotype of mutants deficient in mitochondrial protein import and assembly. Strains BY4741 (*WT*), CDD11 (*mgr2Δ*), and CDD17 (*phb1Δ*) were treated as in (A). (C) Overexpression of Pde2p allows cells lacking mtDNA to proliferate in the absence of F_1_-ATPase activity. Strains CDD463 (*WT*) and CDD215 (*atp2Δ*) were treated as in Fig 1A, with further incubation of *ρ*^*0*^ cells to 6 d.

The F_1_ portion of the ATP synthase plays a major role in generating the essential ΔΨ^mito^ of *ρ*^*0*^ mitochondria through a poorly understood electrogenic circuit thought to require the F_1_ sector’s ability to hydrolyze ATP [14,18,20,86–88]. The F_1_ sector performs this role even in the absence of a functional F_O_ sector of the ATP synthase [89], which is partially encoded by the mitochondrial genome. Interestingly, the *atp2Δ* mutant, which lacks F_1_ activity, was also rescued following mtDNA loss by attenuation of PKA (Fig 8C).

The generation of ΔΨ^mito^ within *ρ*^*0*^ mitochondria also requires Aac2p, the major mitochondrial ATP/ADP antiporter of the IM, in order to exchange ADP produced in the matrix by the F_1_ sector with more negatively charged ATP [45,87,90]. We generated an *aac2Δ* strain of mixed genetic background in order to acquire a functional *SAL1* allele, which is required for *aac2Δ* viability even when mtDNA is present [91]. In contrast to the petite-negative mutants assayed above, cells lacking both Aac2p and mtDNA were not rescued by Pde2p overexpression (unpublished results). Such a result might be anticipated: sufficient ATP import into mitochondria is expected to be required by *ρ*^*0*^ cells even outside of the context of ΔΨ^mito^ generation, since matrix ATP is necessary in order for matrix-localized chaperones to drive the essential process of mitochondrial protein import [92,93]. The petite-negative phenotype of cells lacking Aac2p has, to our knowledge, never been suppressed.

### The mitochondrial protein import receptor Tom70 is required for cells lacking mtDNA to receive the benefits provided by PKA inhibition

Tom70p, an outer membrane receptor playing a prominent role in the import of hydrophobic proteins with internal targeting information into mitochondria, can be required for viability following mtDNA loss [94]. Intriguingly, *tom70Δ ρ*^*0*^ cells were not rescued by overexpression of Pde2p (Fig 9A), while, as previously demonstrated, high-copy Tip41p was able to rescue the petite-negative phenotype of *tom70Δ* mutants.

**Fig 9:**
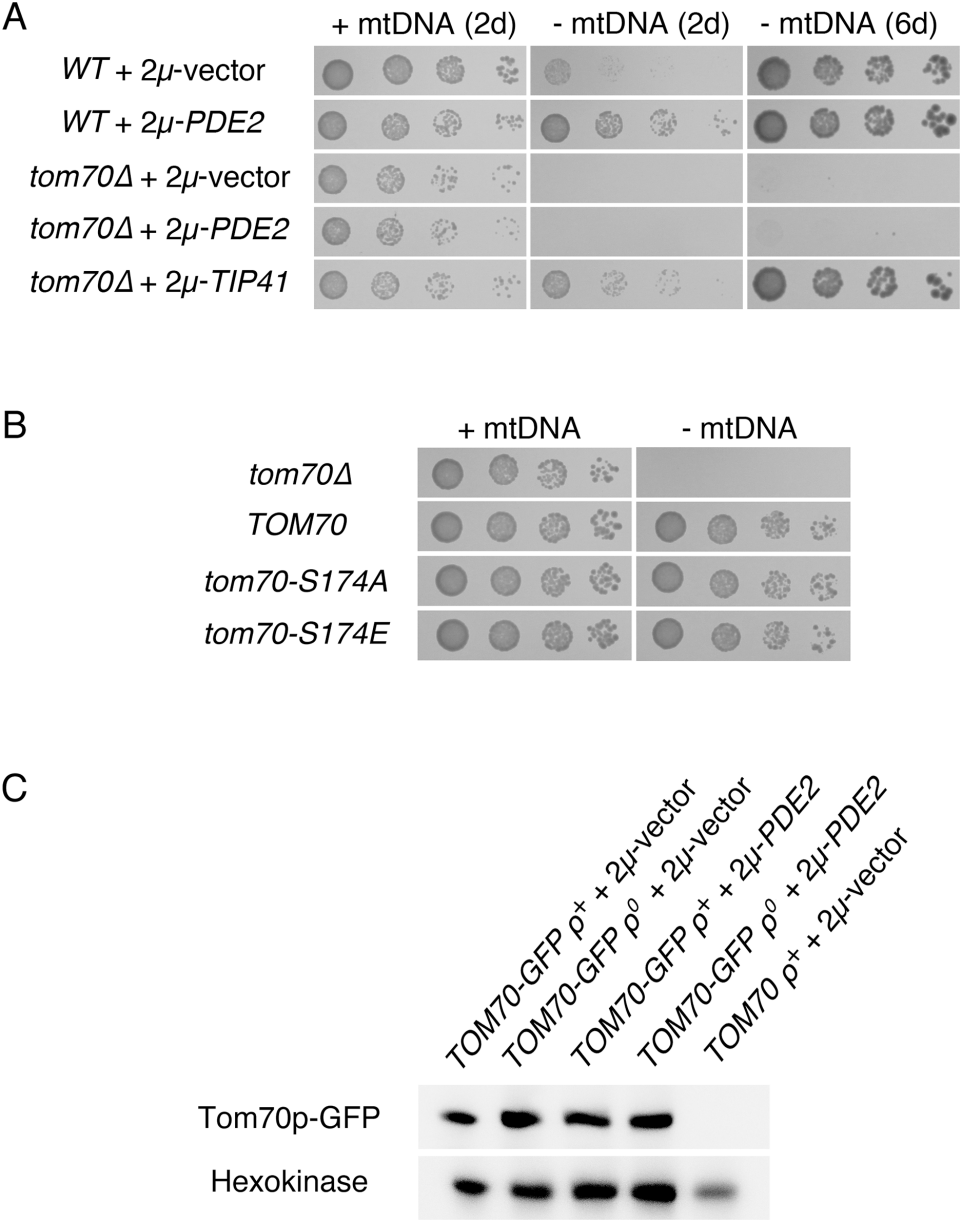
The outer membrane protein receptor Tom70 is required for cells lacking mtDNA to receive the proliferation boost associated with Pde2p overexpression. (A) Overexpression of Tip41p, but not Pde2p, allows viability of cells lacking both Tom70p and mtDNA. Strains BY4741 (*WT*) and CDD897 (*tom70Δ*) were transformed with empty pRS426 vector, 2μ-*PDE2* plasmid b89, or 2μ-*TIP41* plasmid M489 and treated as in Fig 8C. (B) Phosphorylation of S174 on Tom70p does not determine the outcome of mtDNA damage. Strain CDD913 (*tom70Δ*) was transformed with empty vector pRS314, plasmid b110 (pRS314-*TOM70*), plasmid b111 (pRS314-*tom70-S174A*), or plasmid b112 (pRS314-*tom70-S174E*). Resulting genotypes are shown. Strains were tested for their response to mtDNA deletion as in Fig 1A except cells were incubated on solid SC-Trp medium for 2 d. (C) Tom70p is not upregulated in *ρ*^*0*^ cells overexpressing Pde2p. Whole cell extracts from strains CDD926 (*TOM70-GFP*) and CDD927 (*TOM70*) either overexpressing Pde2p from plasmid b89 or harboring an empty pRS426 vector and either containing or lacking mtDNA were analyzed by immunoblotting using antibodies recognizing GFP or hexokinase.

Next, we tested whether the petite-negative *tim18Δ* mutant, which lacks an IM component involved in the import of polytopic proteins into mitochondria [95], can remain viable after mtDNA loss upon PKA inhibition. Like *tom70Δ* mutants, *tim18Δ* mutants did not proliferate following mtDNA loss, even when carrying the 2μ-*PDE2* plasmid (S6 Fig). However, Pde2p overexpression also reduced the fitness of *tim18Δ* cells containing mtDNA, making this finding difficult to interpret. In the FY genetic background, in which *tim18Δ* mutants are more fit, overexpression of Pde2p did weakly suppress the petite-negative phenotype of *tim18Δ* cells (unpublished results), indicating that Tim18p is not totally required under all circumstances in order for *ρ*^*0*^ cells to receive the benefits of PKA inhibition.

Interestingly, PKA can phosphorylate proteins resident at mitochondria [96], including proteins at the TOM complex, the gate through which most proteins pass when entering these organelles [97–99]. Indeed, Tom70p is a PKA substrate. Since *tom70Δ ρ*^*0*^ cells could not be rescued by PKA inhibition, we asked whether phosphorylation of a characterized PKA target site within Tom70p, S174, may be relevant to the increase in fitness provided to *ρ*^*0*^ cells by Pde2p overproduction. *In vitro* import assays suggest that phosphorylation of Tom70p by PKA at S174 may inhibit Tom70p activity [99]. Therefore, if the benefit of PKA inhibition for *ρ*^*0*^ cells were due to reduced phosphorylation of Tom70p, then a S174A mutation that blocks PKA phosphorylation might increase the fitness of cells lacking mtDNA. However, Tom70p(S174A) expressed from a plasmid within *tom70Δ* mutant cells did not change the proliferation rate following mtDNA deletion (Fig 9B). Moreover, the phosphomimetic S174E mutation also did not change the apparent division rate of cells lacking mtDNA. These results indicate that phosphorylation of residue S174 of Tom70p is not relevant to the effects of PKA reduction on *ρ*^*0*^ cells. These phosphomutant and phosphomimetic forms of Tom70p also provided no phenotypic effect at any temperature tested on either glucose-containing medium or on a non-fermentable medium (S7 Fig).

We also tested the outcome of mutating PKA phosphorylation sites found upon two other TOM complex components: Tom22p and Tom40p. Specifically, T76 of Tom22p and S54 of Tom40p have been suggested to be phosphorylated in a PKA-dependent manner, with both phosphorylation events potentially inhibiting protein import [97,98]. However, the rate of proliferation following mtDNA loss was not altered upon expression of phosphomutant Tom22(T76A) and Tom40(S54A) proteins or upon expression of phosphomimetic Tom22(T76E) and Tom40(S54E) proteins (S8A Fig). Moreover, alteration of these potential Tom22p and Tom40p phosphorylation sites did not notably alter proliferation of *ρ*^*+*^ cells under any other condition tested (S8B Fig).

Since Tom70p is apparently required for an increase in *ρ*^*0*^ cell fitness due to PKA inhibition, we asked whether Tom70p might be upregulated at the transcriptional level in cells lacking mtDNA when Pde2p is overexpressed. However, *TOM70* transcription was nearly equivalent when comparing *ρ*^*0*^ cells overproducing Pde2p and *ρ*^*0*^ cells harboring an empty vector (S1 Table). 

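The transcript of TOM70, a receptor of the mitochondrial outer membrane that imports carrier proteins, was near the same level in all 4 groups. TOM70 (YNL121C, chromosome XIV, 398684 to 400537) had 381 ± 12.1 normalized CPM in ρ0 PDE2 cells, 357 ± 19.2 in ρ0 vector, 354 ± 3.09 in ρ0 TIP41 and 357 ± 2.52 in ρ+ cells (SD, n = 2). The log2 fold change with PDE2 was 0.09 (SE 0.13, adjusted p = 0.735) by edgeR, and over the alternatives it ran from 0.04 to 0.15 with adjusted p from 0.707 to 0.919.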

Using a strain with the chromosomal *TOM70* allele tagged at the carboxyl-terminus with GFP, we asked whether the Tom70 polypeptide might be upregulated at the protein level upon PKA inhibition in *ρ*^*0*^ cells. The *TOM70-GFP* strain was increased in fitness upon Pde2p overexpression following mtDNA loss (S9 Fig), indicating that Tom70p-GFP is functional. However, Tom70p-GFP was not upregulated in *ρ*^*0*^ cells with elevated Pde2p (Fig 9C). Therefore, Tom70p upregulation is not the mechanism by which PKA inhibition increase the fitness of cells lacking mtDNA.

As discussed above, Tom70p plays a prominent role in the mitochondrial import of polytopic proteins with internal targeting information, including Aac2p [100,101], which is required for proliferation following mtDNA loss [45,87,90]. Therefore, we asked whether levels of the Tom70p substrate Aac2p might be elevated upon Pde2p overexpression. However, *AAC2* did not appear significantly upregulated at the transcriptional level (S1 Table), and a functional, FLAG-tagged Aac2 protein was not increased in abundance in *ρ*^*0*^ cells upon Pde2p overexpression (Fig 10A). Therefore, an increase in Aac2p levels reliant upon by the Tom70 receptor seems unlikely to be the mechanism by which PKA benefits cells lacking mtDNA. However, we have not yet investigated whether a greater proportion of the total cellular pool of Aac2p is imported and properly assembled upon PKA inhibition in *ρ*^*0*^ cells.

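AAC2, listed as PET9 (YBL030C, chromosome II, 163041 to 163997), encodes the main exchanger of ADP and ATP across the inner mitochondrial membrane. It had 432 ± 113 normalized CPM in ρ0 PDE2 cells, 307 ± 74.1 in ρ0 vector, 387 ± 67.5 in ρ0 TIP41 and 447 ± 23.4 in ρ+ cells (SD, n = 2). The log2 fold change of PET9 with PDE2 was 0.49 (SE 0.21, adjusted p = 0.23) by edgeR, and 0.0462 was its adjusted p with replicate number as a block (range over the alternatives 0.0462 to 0.743). With loss of mtDNA it was −0.54 (SE 0.21, adjusted p = 0.115), with an adjusted p of 0.0105 with the block and 0.0279 without ρ0 vector replicate 0 (range 0.0105 to 0.477). MIR1, the phosphate carrier of the same membrane, had a log2 fold change of 0.10 (SE 0.14, adjusted p = 0.723) with PDE2 and −0.01 without ρ0 PDE2 replicate 0.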

**Fig 10:**
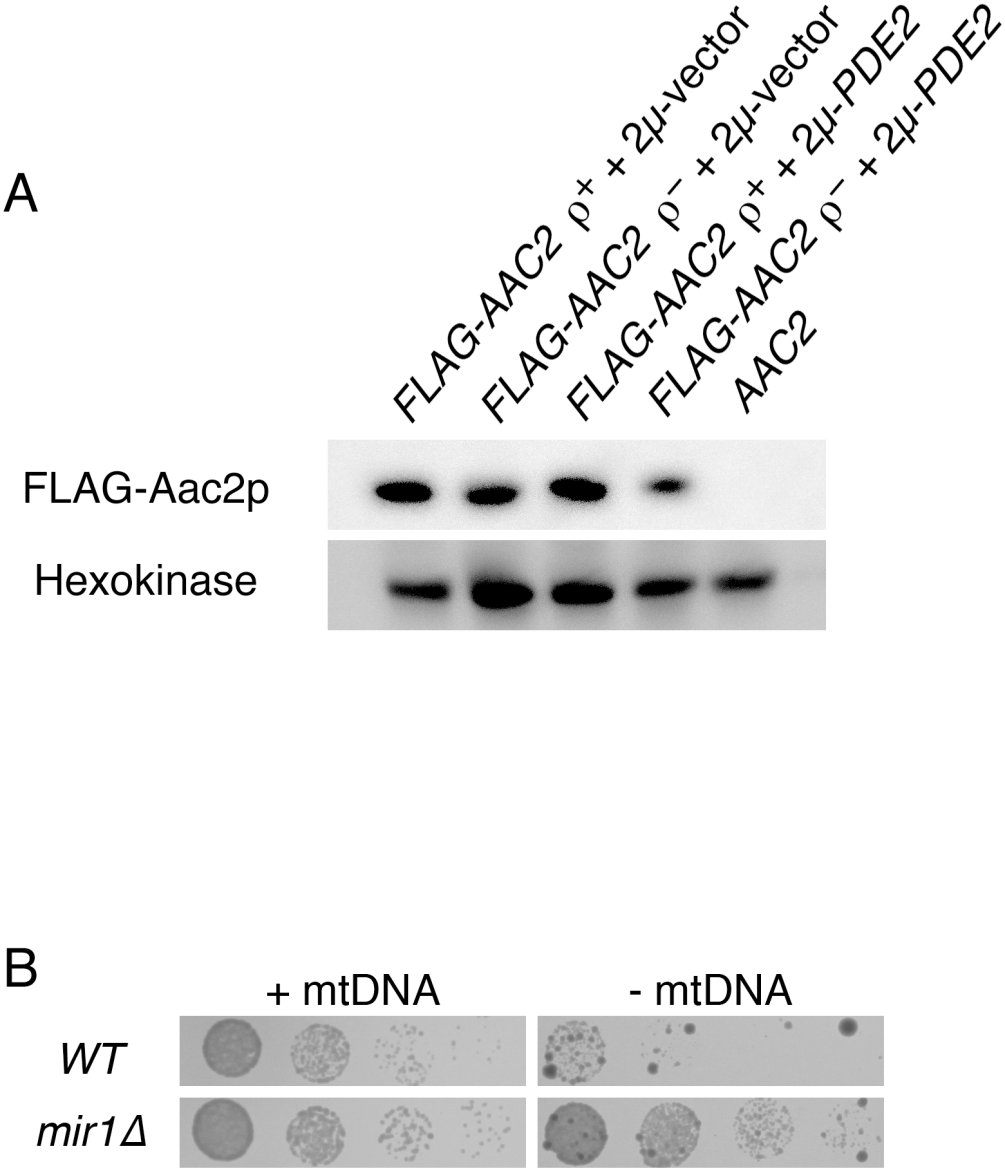
Pde2p overexpression does not benefit cells lacking mtDNA by Aac2p upregulation or through Mir1p upregulation. (A) Aac2p is not upregulated in *ρ*^*0*^ cells overproducing Pde2p. Whole cell extracts from *aac2Δ* strain CDD859 expressing FLAG-tagged Aac2p from plasmid b84 and either containing or deleted of mtDNA and either harboring 2μ-PDE2 plasmid b89 or empty vector pRS426 were analyzed using antibodies raised against the FLAG epitope tag or recognizing hexokinase. (B) Deletion of Mir1p provides an increase in proliferation rate to cells lacking mtDNA. Strains CDD862 (*WT*) and CDD863 (*mir1Δ*) were treated as in Fig 1B, except *ρ*^*+*^ cells were incubated for 1 d and *ρ*^*0*^ cells were incubated for 3 d.

As discussed above, ATP hydrolysis by the F_1_ sector of the ATP synthase is important for ΔΨ^mito^ generation in *ρ*^*0*^ cells [14,18,20,86–88], and ATP is moved to the matrix mainly through the activity of Aac2p [45,87,90]. However, the electrogenic circuit required for ΔΨ^mito^ maintenance in cells lacking mtDNA is still incompletely understood, and little attention has been directed toward the inorganic phosphate generated by the F_1_-ATPase during ΔΨ^mito^ generation. Mir1p, the major phosphate transporter of the IM, is a substrate of Tom70p [102], and so we hypothesized that increased import of Mir1p might be a potential mechanism by which PKA reduction benefits *ρ*^*0*^ cells. However, we found that *mir1Δ* cells lacking mtDNA proliferate more rapidly than *WT* cells lacking a mitochondrial genome (Fig 10B), demonstrating that increased abundance or activity of Mir1p is not the mechanism by which mitochondrial dysfunction is reversed by reduced glucose sensation.

## Discussion

### Reduction of glucose sensation can benefit cells lacking mtDNA

Our results indicate that the sensation of glucose can control the outcome of mitochondrial dysfunction. Reduction of glucose concentration in the culture medium and inhibition of the major glucose-sensing signaling pathway of *S*. *cerevisiae* can increase the proliferation rate of cells lacking a mitochondrial genome. Previously published work supports our findings regarding glucose sensation: an increase in nuclear genomic instability prompted by mtDNA loss has been demonstrated to be suppressed by low glucose [103], and the same study reported that *mgr1Δ ρ*^*0*^ colonies appear to be larger on glucose-restricted medium. Furthermore, a clone encoding only a portion of the adenylate cyclase Cyr1p, which is required for PKA activation, was identified as a potential dominant-negative suppressor of the inviability of *ρ*^*0*^ cells lacking the F_1_-ATPase (Prof. Xin Jie Chen, State University of New York Upstate Medical University, personal communication).

Since cells unable to perform OXPHOS rely on glycolysis for ATP generation, it may be surprising that a reduction in glucose sensation would increase the proliferation rate of *ρ*^*0*^ cells. Instead, one might expect that more glucose and glucose-dependent signaling would improve fitness under conditions of mitochondrial dysfunction. Supporting this idea, cancer cells defective in OXPHOS have been found to be badly affected by glucose limitation [104], and lactate production of mammalian cells can be increased following mtDNA loss, suggesting increased glycolytic flux [20]. However, other evidence suggests that our findings could have general applicability to mitochondrial disease in metazoans. Specifically, glucose restriction appears to improve several parameters associated with mitochondrial dysfunction in a *Drosophila melanogaster* model of mitochondrial disease [105]. When considering the recent and exciting findings linking nutrition to the outcome of mitochondrial dysfunction across diverse experimental systems, further focus on dietary sugar and its effects on cells with damaged mitochondria may potentially lead to better outcomes for those afflicted by mitochondrial disease.

### What is the mechanism by which PKA inhibition increases fitness upon mtDNA loss?

We found that deletion of the Tpk3p isoform of PKA specifically provides an advantage to cells deleted of mtDNA, while Tpk1p and/or Tpk2p deletion was not beneficial for cells lacking mtDNA. Interestingly, Tpk3p was previously discovered to have a specific role among PKA isoforms in controlling mitochondrial function [106,107], although other PKA isoforms also impinge upon mitochondrial biogenesis [108]. Two comprehensive phosphoproteomic studies revealed nearly 200 proteins that may be direct or indirect targets of Tpk3p [35,109], and some of these may be found at mitochondria [96]. We note that Tpk3p inhibition provides only a portion of the benefits prompted by a reduction in the glucose-dependent signal, since *gpa2Δ ρ*^*0*^ and *gpr1Δ ρ*^*0*^ strains proliferate more quickly than *tpk3Δ ρ*^*0*^ mutants.

It is likely that the basis by which PKA inhibition promotes *ρ*^*0*^ cell division differs from the mechanism by which perturbation of the Tap42p-controlled arm of the TORC1 pathway increases the proliferation of cells lacking a mitochondrial genome. Supporting this idea, overexpression of the Tap42p binding partner Tip41p suppresses the petite-negative phenotype of *tom70Δ ρ*^*0*^ cell, while overexpression of Pde2p does not. Moreover, while overexpression of Pde2p leads to an increase in the expression of Hsp12p and Hsp26p, overexpression of Tip41p does not. However, even if the specific mechanisms by which *ρ*^*0*^ cells are benefited by these two pathways are initially divergent, is the final biochemical outcome at mitochondria also different? 

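The mean transcript levels of HSP12 and HSP26 in ρ0 TIP41 cells lay near those of ρ0 vector cells, at 22.4 ± 19.2 and 3.49 ± 3.46 normalized CPM (SD, n = 2). The log2 fold changes with TIP41 were 0.24 (SE 1.30, adjusted p = 0.973) and 0.19 (SE 0.69, adjusted p = 0.956) by edgeR. Without ρ0 TIP41 replicate 0 they were −1.20 and −1.67, without ρ0 TIP41 replicate 1 that of HSP26 was 0.77, and without ρ0 vector replicates 0 and 1 that of HSP12 was 2.57 and −0.55, so the level of HSP12 relative to ρ0 vector cells is not settled. Tested directly, the PDE2 plasmid exceeded the TIP41 plasmid by 2.60 (SE 1.12, adjusted p = 0.758) for HSP12 and 1.82 (SE 0.57, adjusted p = 0.405) for HSP26 on the log2 scale, over ranges of 1.58 to 4.04 and 1.18 to 3.69 in the alternatives. Blocked by replicate number, HSP26 had an adjusted p of 0.0185 (range over the alternatives 0.0185 to 0.985), and the authors' deposited p-values put HSP12 past the threshold (0.0172, range 0.0172 to 1). Over all genes, 7 were higher and 16 lower with PDE2 than with TIP41. Among protein-coding genes with an average log2 CPM of at least 3 and no overlap between the groups' libraries, leaving out PDE2, TIP41 and URA3, the largest excess was in IMD2 of GMP synthesis (1.19, SE 0.16, adjusted p = 0.00187), followed by RIB4 (0.86), histone HTA2 (0.84), the dicarboxylate carrier DIC1 (0.74) and the amino acid permease AGP1 (0.68). The largest deficits of such genes were in IRC16 (−3.09), which lies beside TIP41, the fatty acid transporter FAT3 (−1.27, SE 0.23, adjusted p = 0.0239), the riboflavin transporter MCH5 (−1.18), SRL3 (−1.17) and the cell wall protease YPS3 (−1.04). The total of 23 was 10 without either ρ+ vector replicate, 36 without ρ0 vector replicate 0, 11 and 9 without ρ0 TIP41 replicates 0 and 1, 10 and 9 without ρ0 PDE2 replicates 0 and 1, and 54 with replicate number as a block, all 23 among them. Of the 10 genes named here past the threshold, IRC16 passed under every alternative. Without ρ+ vector replicates 0 and 1, 5 each did not pass (adjusted p from 0.0714 to 0.101), without ρ0 TIP41 replicates 0 and 1, 6 and 5 (0.055 to 0.406), and without ρ0 PDE2 replicates 0 and 1, 5 each (0.0584 to 0.351).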

Our data do not provide a clear answer to this question. Deletion of *gpa2Δ* and *gpr1Δ*, while significantly increasing the proliferation rate of *ρ*^*0*^ cells, did not lead to increased mitochondrial localization of an *in vivo* reporter of mitochondrial protein import, while deletion of Tap42p-controlled phosphatases can lead to easily discernible re-localization of Cox4p(1–21)-GFP to *ρ*^*0*^ mitochondria. The increase in mitochondrial protein import upon mutation of Tap42p-associated phosphatases is thought to be associated with an increase in the ΔΨ^mito^ [24], potentially indicating that the ΔΨ^mito^ of *ρ*^*0*^ mitochondria is not significantly boosted by PKA inhibition. On the other hand, transcripts induced upon mtDNA loss, many of which are known to be determined by the magnitude of the ΔΨ^mito^ within *ρ*^*0*^ mitochondria, are diminished in expression following mtDNA loss when Pde2p is overexpressed. Therefore, it remains possible that ΔΨ^mito^ is boosted by PKA inhibition in *ρ*^*0*^ cells, but not enough for Cox4p(1–21)-GFP to noticeably re-localize from the cytosol to mitochondria.

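The genes that rose more than 3-fold with loss of mtDNA, 80 in all, include FIT3, PDR5 and IDH1 and came down with PDE2 as a group. With the PDE2 plasmid 21 of the 80 were lower by edgeR and 75 had a negative fold change, with a median of −0.81 on the log2 scale. In data simulated with no effect of PDE2, genes chosen the same way had a median of −0.09 (from −0.16 to −0.02), and 68.2 on average were negative (54 to 87). On average 0.3 were lower, but few genes are called where no effect is simulated, so this count is no measure for the 21. The simulated sets were larger, at 113 genes on average (101 to 130), so they are not matched to the 80. Selection on the shared ρ0 vector libraries alone thus made most of the simulated genes negative. With the TIP41 plasmid 10 of the 80 were lower and 74 had a negative fold change (simulated 68.1, from 49 to 83), with a median of −0.72 (simulated −0.08, from −0.16 to 0.01). The counts of 21 and 10 were not recomputed under the alternatives, and the totals of genes moved back, which contain them, depended on single libraries and on the test. The part of gene length in these falls was not tested. The 80 genes were chosen on the ρ0 vector libraries that also serve as the reference for PDE2 and TIP41, which the simulated medians take into account for chance but not for a lasting difference between the ρ0 vector replicates.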

Moreover, while an increase in vacuolar pH is known to benefit *ρ*^*0*^ cell proliferation through a potentially conserved mechanism, it is unlikely that reduced glucose sensation leads to improved fitness of cells lacking mtDNA by reducing endomembrane system acidity. First, overexpression of Pde2p did not cause decreased proliferation upon alkaline medium, a phenotype associated with a reduced ability to acidify the vacuole [80,81]. Moreover, a genome-wide analysis demonstrated no apparent trend toward higher vacuolar pH upon PKA inhibition following deletion of Gpa2p, Gpr1p, or Tpk3p [110], and neither *gpa2Δ* nor *gpr1Δ* mutants phenocopy a mutant lacking the V_1_V_O_-ATPase with regard to Cox4p(1–21)-GFP localization in *ρ*^*0*^ cells.

Different genetic backgrounds of *S*. *cerevisiae* are characterized by divergent outcomes following mtDNA loss [111]. One gene that clearly plays a role in controlling the rate of proliferation following mtDNA loss is *MKT1*. The BY background, in which Pde2p overexpression provides more robust cell division, carries a derived allele of *MKT1* of potentially reduced function [112]. The W303 background, in which Pde2p overexpression does not promote *ρ*^*0*^ proliferation, carries the ancestral allele of *MKT1* [111]. Since the ancestral allele of *MKT1* increases the fitness of cells lacking mtDNA, it may be that *MKT1* allele in the W303 background already protects cells from a specific pathological outcome of mtDNA damage, and therefore PKA inhibition by Pde2p overexpression can provide no further benefit. Alleles of other genes influencing mitochondrial biogenesis and function, such as *HAP1*, *SAL1*, and *CAT5*, also differ between the W303 background and the BY background [91,111,113] and may modify the response of *ρ*^*0*^ cells to PKA inhibition. Ongoing work in our laboratory is directed at mapping alleles that lead to background-specific effects on *ρ*^*0*^ cell fitness.

We have ruled out numerous proteins and pathways as sole mediators of the effects of PKA inhibition on *ρ*^*0*^ cells, but clearly many other potential individual outcomes of PKA inhibition may remain to be tested. In addition, there may be a requirement that multiple PKA-controlled outcomes happen coincidentally in order for increased fitness of *ρ*^*0*^ cells to be achieved, yet further experimentation would be required in order to reveal this level of signaling complexity. Because mutants lacking Tom70p do not appear to respond positively to Pde2p overexpression following mtDNA loss, our attention is focused upon the abundance and function of substrates of the import pathway in which Tom70p participates.

### Derangement of amino acid synthesis and breakdown following mtDNA loss

The upregulation of the PDR, RTG, and IDR pathways are well-characterized outcomes of mtDNA damage in *S*. *cerevisiae* [24,37–40]. In this study, we found that numerous genes involved in arginine biosynthesis [43] are significantly upregulated upon mtDNA loss. Moreover, two genes that determine the abundance of aromatic amino acids [44], *ARO9* and *ARO10*, are repressed upon deletion of mtDNA. These changes were reversed by PKA inhibition. 

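Beyond arginine, single genes of other amino acid pathways changed with loss of mtDNA, in both directions. Of 8 genes of lysine biosynthesis, LYS9 fell (−1.04, SE 0.15, adjusted p = 4.03e-04 from edgeR; 2 adjusted over the list alone), and of 6 genes of histidine biosynthesis, HIS5 rose (0.88). Of 11 genes of leucine, isoleucine and valine synthesis, the aminotransferase BAT1 (−0.74), LEU1 (−0.88) and the mitochondrial carrier OAC1 (−0.51) fell (4 adjusted over the list alone), and of 13 genes of aromatic amino acid synthesis, ARO7 (−0.79) and ARO2 (−0.49). Of 17 genes of methionine and sulfur assimilation, MET6 (−1.48), MET17 (−0.86) and the permeases MUP1 (−1.21) and MMP1 (−1.60) fell and MET16 (0.75) rose. Of 22 targets of nitrogen catabolite repression, the arginase CAR1 (−1.30, SE 0.18, adjusted p = 4.17e-04) and CPS1 (−0.72) fell and MEP2 (0.99) and UGA1 (0.55) rose. Among these 6 lists, camera set that of leucine, isoleucine and valine apart (adjusted p = 0.0138, and 0.403 with an estimated correlation). The others had adjusted p values from 0.265 to 0.956. PDE2 raised LYS9 (0.89), CAR1 (1.01) and CPS1 (0.87) and lowered ARO1 (−0.64). LYS9, MUP1, MMP1 and CAR1 passed under every alternative with loss of mtDNA. Of the 16 genes, 11 did not pass without ρ+ vector replicate 0 (adjusted p from 0.0559 to 0.338), 8 without replicate 1 (0.0672 to 0.137), 3 without ρ0 vector replicate 0 (0.0667 to 0.107), 10 without replicate 1 (0.0578 to 0.18), 2 and 3 without ρ0 TIP41 replicates 0 and 1 (0.0502 to 0.0609) and 1 without ρ0 PDE2 replicate 1 (0.0527). Of the 4 genes that PDE2 changed, 2 did not pass without either ρ+ vector replicate (0.0504 to 0.0919), 4 without ρ0 vector replicate 1 (0.0535 to 0.239), ARO1 without ρ0 TIP41 replicate 0 (0.0692) or 1 (0.0603), and 3 and 2 without ρ0 PDE2 replicates 0 and 1 (0.101 to 0.199).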

One caveat of our present approach to identifying transcriptional changes associated with mtDNA loss is that EtBr was present in the medium at the time *ρ*^*0*^ cells were harvested for RNA-seq analysis. However, our results are supported by a previous RNA-seq analysis of *ρ*^*0*^ cells never treated with EtBr [24], in which several arginine biosynthesis enzymes were similarly activated and aromatic amino acid catabolism enzymes were also diminished. 

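All ρ0 libraries come from cells with EtBr and both ρ+ libraries from cells without it, so the effects of EtBr and of mtDNA loss cannot be told apart in these data. Genes that respond to DNA damage come from the same comparison, so they cannot separate these effects either. Of 16 measured, the ribonucleotide reductase gene RNR3 (1.71, SE 0.28, adjusted p = 7.65e-04 from edgeR) and DIN7, a mitochondrial nuclease (adjusted p = 0.021), were higher in ρ0 than in ρ+ vector cells. Another 5 were lower, among them RFA1 (−0.88) and RFA2 (−0.95, SE 0.15, adjusted p = 7.23e-04), subunits of the single-stranded DNA binding protein, and the checkpoint kinase RAD53 (−0.95). Adjusted over the list alone 3 were higher and 7 lower, and as a set the list did not stand out in camera (adjusted p = 0.236). Of the 5 genes named here RNR3 and RFA2 passed under every alternative. Without ρ+ vector replicate 0 the other 3 did not pass (adjusted p from 0.111 to 0.327), without ρ+ vector replicate 1 DIN7 (0.0823), without ρ0 vector replicate 0 RAD53 (0.0618) and without ρ0 vector replicate 1 DIN7 and RAD53 (0.0725 to 0.125).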

In that study, however, RNA-seq was not performed with replication, and therefore statistical significance for these changes was not previously observed.

These transcriptional changes hint at problems with amino acid homeostasis in *ρ*^*0*^ cells. Problems with maintaining amino acid levels may be a general consequence of mitochondrial dysfunction across many organisms, since synthesis of many amino acids depends upon carbon skeletons derived from the tricarboxylic acid cycle or requires other metabolites whose levels would be expected to change following a blockade of OXPHOS [4]. Previously, a genome-wide screen using *S*. *cerevisiae* revealed that mutations in the threonine biosynthesis pathway cause decreased proliferation following mtDNA loss [15]. Moreover, mammalian cells with a dysfunctional respiratory chain were found to be deficient in aspartate [114,115]. Our results indicating induction of arginine biosynthesis enzymes following mtDNA loss are particularly intriguing. Analysis of a Drosophila model of mitochondrial disease indicated changes in amino acid concentration associated with mitochondrial dysfunction [105], including diet-dependent alterations of the arginine-related amino acids citrulline and ornithine. Arginine levels are also reported to be low in patients afflicted with Mitochondrial Encephalomyopathy, Lactic Acidosis, and Stroke-like episodes (MELAS), and some evidence might suggest that arginine supplementation can reduce MELAS symptoms [116]. While it may be very premature to connect our findings regarding transcriptional changes within the arginine biosynthesis pathway with human mitochondrial disease, particularly in light of differences in enzyme localization and regulation between yeast and man [117], amino acid level dysregulation upon mitochondrial DNA damage and its potential contribution to mitochondrial disease is clearly worthy of further attention.

## Materials and Methods

### Yeast strains and culture conditions

YEPD medium contains 1% yeast extract, 2% bacteriological peptone, and 2% dextrose. YEPLac medium contains 1% yeast extract, 2% bacteriological peptone, 1.2% NaOH, and a volume of lactic acid sufficient to then bring the pH to 5.5. YPALac medium is similarly made, but contains adenine hemisulfate added to 40 μg/ml. Synthetic complete (SC) medium contains 0.67% yeast nitrogen base without amino acids, 2% glucose, 0.1% casamino acids, 50 μg/ml adenine hemisulfate, and either 25 μg/ml uracil (SC-Trp) or 100 μg/ml L-tryptophan (SC-Ura). We note that SC medium, replete with amino acids, was used to select for plasmid maintenance, since minimal medium can ameliorate the effects of mtDNA loss [94]. Solid media also contain 1.7% bacteriological agar. EtBr (Thermo Fisher Scientific) was used at a concentration of 25 μg/ml, which is sufficient to destroy mtDNA following overnight incubation [30]. Longer incubation in EtBr is to be avoided, due to the rapid evolution of suppressors increasing the fitness of cells lacking mtDNA [15,37]. Buffering of SC-Ura medium to pH 7.3 was accomplished using 100mM HEPES-KOH, pH 7.5 [76]; SC-Ura medium is typically pH 4.6. All cultures were performed at 30°C unless otherwise noted. For serial dilution assays, strains were maintained in logarithmic proliferation phase overnight in media either lacking or containing EtBr, then diluted to an OD_600_ of 0.1. Four microliters of this dilution and three serial five-fold dilutions were spotted to solid medium. Figs are generated from plates photographed at incubation times that best demonstrate differences between control and experimental samples. Details of strain construction or acquisition are provided in S2 Table. Oligonucleotides used in this study are listed in S3 Table.

### Plasmid construction

All plasmid construction was performed by co-transformation of PCR products, along with *Not*I-digested vectors, into *S*. *cerevisiae* cells to allow homologous recombination between PCR product(s) and empty vector [118]. Plasmids were then recovered from yeast and amplified in bacterial strain DH5α. All plasmids used during the experiments found in this study, along with construction details, are described in S4 Table.

### Microscopy

Microscopy setup and methodology for examining the mitochondrial localization of Cox4p(1–21)-GFP was as described in [16]. For staining of mtDNA, cells were incubated in SC medium with 1 μg/ml DAPI for at least 15 minutes [119].

### Transcriptome analysis

BY4743 cells carrying plasmid pRS426 and maintaining mtDNA were cultured for at least three divisions in SC-Ura medium to ensure logarithmic phase proliferation. For cultures lacking mtDNA, BY4743 cells harboring plasmids pRS426, M489, or b89 were cultured in SC-Ura medium containing EtBr for 24 hours. For each sample type, two replicates were performed by different experimenters, for a total of eight biological samples.

Total RNA was extracted from 5 OD_600_ units of cells using the TRIzol reagent (Invitrogen) according to the manufacturer's instructions. RNA was treated with RNase-free DNase I (Thermo Fisher Scientific) at a concentration of 1 U/μg to remove any remaining genomic DNA. mRNAs were purified from 2μg total RNA using oligo (dT) magnetic beads and fragmented in fragmentation buffer using the TruSeq mRNA Sample Preparation Kit (Illumina). Fragmented RNA was used for first-strand cDNA synthesis using random hexameric primers, and the second strand was synthesized by using Second Strand Marking Mix (Illumina). Double-stranded cDNAs were purified with AMPure XP beads (Beckman Coulter) and eluted with re-suspension buffer, followed by adenine addition to the 3' end. Sequencing adaptors were ligated to the fragments, and cDNA fragments were enriched by PCR amplification. Enriched cDNA libraries were used for cluster generation and sequencing. Paired-end sequencing of the cDNA libraries was performed using the Illumina Miseq platform (Illumina). All sequence data are paired-end, 2 x 75 bp. Image processing, base calling, and quality value calculation were performed by the Illumina data processing pipeline (v1.5). High quality reads were saved in FASTQ format.

Bioinformatic analysis of sequencing reads was performed using the resources of the Galaxy Project [120]. During our analysis, fastq_groomer on FASTQ files (Galaxy Tool Version 1.0.4) was performed on FASTQ data files, followed by the use of TopHat 2.0.14 [121,122] on groomed FASTQ files (Galaxy tool version 0.9) with mean inner distance between mate pairs set to 300 bases and standard deviation for the distance between mate pairs set to 50 bases, reporting of discordant pair alignments, and the use of *S*. *cerevisiae* reference genome R64-2-1 [123]. Moreover, preset TopHat settings were toggled, read group was not specified, and job resource parameters were set to 'no.' Results of the TopHat analysis were then analyzed within Cuffdiff 2.2.1.1 (Galaxy Tool Version 2.2.1.1) with transcript annotation provided by the GFF file for *S*. *cerevisiae* reference genome R64-2-1 [124], geometric library normalization, per-condition dispersion estimation methods, a false discovery rate of 0.05, and a minimum alignment count of 10. Multi-read correct was utilized, as was bias correction using the R64-2-1 reference sequence. Read group datasets was not toggled, count-based output files were included, and Cufflinks effective length correction was applied. No additional parameters were set. Formatted data are found in S1 Table, and raw Cufflinks output and sequence reads can be found under GEO accession number GSE71252.

### Immunoblotting

For cultures containing mtDNA, cells were grown overnight in SC-Ura to ensure logarithmic phase of proliferation. For cultures lacking mtDNA, cells were incubated for 24 hr at logarithmic phase in medium containing EtBr. Protein extraction was performed essentially as described in [125]. Briefly, 5 mL of cells in culture were boiled for 3 min, and the cell pellet was resuspended in 200 μL 1 X TE buffer (10mM Tris-HCl, pH 8.0; 1 mM EDTA), followed by 200 μL of 0.2 N NaOH. The sample was incubated at room temperature for 5 min, followed by centrifugation and addition of 1 X SDS-PAGE sample buffer to the pellet. Equal OD units of cells were loaded onto acrylamide gels and proteins were separated using a Bis-Tris-based gel system [126] with 1 X MOPS-SDS running buffer (National Diagnostics) before semi-dry transfer onto a PVDF membrane (Thermo Fisher Scientific). Equivalent protein loading and transfer was confirmed using the MemCode Reversible Protein Stain Kit (Pierce), and blocking was performed with 5% milk blocking buffer solution in TBST (10mM Tris-HCl pH 7.5, 150 mM NaCl, 0.05% Tween 20). Primary antibodies were added in 0.1% milk blocking buffer solution in TBST. Mouse anti-FLAG M2 antibody (Sigma; F1804) was used at a dilution of 1:10000 to detect FLAG-tagged Aac2p. Rabbit anti-GFP antibody (Cell Signaling Technology; 2956) was used at 1:5000 to detect Tom70p-GFP. Rabbit anti-hexokinase antibody was used at 1:20000 to detect hexokinase (a gift of Rob Jensen; JH2616). Secondary antibodies (Cell Signaling Technology; 7074 and 7076) were used at 1:10000 to allow subsequent chemiluminescent detection of relevant proteins.

## Supporting Information

S1 Fig Cells cultured overnight in EtBr lose the ability to survive on non-fermentable medium. (A) Spot-dilution tests from Fig 1A were replica-plated to YPALac medium and incubated for 2 d. (B) Spot-dilution tests from Fig 1B were treated as in (A). (C) Spot-dilution tests from Fig 1C were treated as in (A).
(PDF)

S2 Fig DAPI staining confirms total loss of mtDNA from EtBr-treated cells. Cells were harvested from spot dilution test plates and cultured in liquid medium before DAPI staining (n > 200 cells for each strain under each condition). (A) Spot-dilution tests from Fig 1A were tested for the presence of mtDNA nucleoids. (B) Spot-dilution tests from Fig 1B were treated as in (A). (C) Spot-dilution tests from Fig 1C were treated as in (A). (D) Example images of cells assessed in (A). Scale bar, 5 μm.
(PDF)

S3 Fig Inhibition of PKA activity improves fitness of cells devoid of mtDNA after mitochondrial DNA polymerase deletion. (A) Sporulation-generated colonies depleted of mtDNA by Mip1p removal are larger when Pde2p may be overexpressed. Meiotic products of diploid strains CDD1020 (*mip1Δ/MIP1* + 2μ-vector) and CDD1021 (*mip1Δ/MIP1* + 2μ-*PDE2*) were dissected onto YEPD medium and incubated for 3 d. Images of *mip1Δ* colonies demonstrated to have inherited plasmid are provided at equivalent magnification. (B) Overexpression of Pde2p improves fitness of *ρ*^*0*^ cells generated by loss of the mtDNA polymerase. Haploid colonies originating from diploid strains CDD1022 (*mip1Δ/MIP1* + 2μ-vector) or CDD1023 (*mip1Δ/MIP1* + 2μ-*PDE2*) were verified for genotype, then struck from the SC-Ura test plate to SC-Ura medium and incubated at 30°C for 3 d. (C) Deletion of Gpa2p improves proliferation of cells made *ρ*^*0*^ by deletion of Mip1p. Diploid strain CDD1013 (*gpa2Δ/GPA2 mip1Δ/MIP1*) was sporulated, then spores were dissected onto YEPD medium and incubated for 3 d. (D) Deletion of Gpr1p speeds division of cells made *ρ*^*0*^ by removal of Mip1p. Diploid strain CDD1014 was treated as in (C).
(PDF)

S4 Fig The benefits provided to cells deleted of the mitochondrial genome by Pde2p overexpression are dependent upon yeast genetic background. Strains BY4741 (*WT*, BY background) and BMA64-1A (*WT*, W303 background) were treated as in Fig 1A.
(PDF)

S5 Fig Mutants lacking Sds24p do not exhibit a proliferation defect after mtDNA loss. Strains CDD463 (*WT*) and CDD912 (*sds24Δ*) were treated as in Fig 1B, except *ρ*^*+*^ cells were incubated on solid YEPD medium for 1 d, and *ρ*^*0*^ cells were incubated for 2 d.
(PDF)

S6 Fig Cells of the BY background lacking Tim18p appear unresponsive to the benefits provided by Pde2p overexpression to *ρ*^*0*^ cells. Strains BY4741 (*WT*) and CDD9 (*tim18Δ*) were treated as in Fig 8C, except that cultures were proliferated and maintained at 37°C to circumvent the cold-sensitivity of the *tim18Δ* mutant.
(PDF)

S7 Fig Phosphorylation of S174 of Tom70p has no apparent consequence for cellular proliferation. *ρ*^*+*^ cells transformants used in Fig 9 were also plated to the media indicated and incubated for 2 d (SC-Trp at 37°C, YEPLac at 30°C, YEPLac at 37°C); 4 d (SD-Trp at 18°C); or 7 d (YEPLac at 18°C).
(PDF)

S8 Fig Known PKA phosphorylation target sites on Tom40p and Tom22p are not relevant for proliferation rate following mtDNA loss or under several other culture conditions. (A) Phosphorylation of T76 on Tom22p and phosphorylation of S54 of Tom40p do not determine the outcome of mtDNA damage. Strains CDD866 (*TOM22)*, CDD867 (*tom22-T76A*), CDD868 (*tom22-T76E*), CDD869 (*TOM40*), CDD870 (*tom40-S54A*), and CDD871 (*tom40-S54E*), each manifesting chromosomal deletions complemented by plasmid-borne variants, were treated as in Fig 1A. Relevant genotypes are shown. (B) Phosphorylation of T76 on Tom22p and of S54 of Tom40p have no apparent consequence for cellular proliferation. *ρ*^*+*^ cultures used in (A) were plated to the media indicated and incubated for 2 d (SC-Ura at 37°C); 3 d (YEPLac at 30°C, YEPLac at 37°C), or 5 d (SC-Ura at 18°C, YEPLac at 18°C).
(PDF)

S9 Fig A strain expressing GFP-tagged Tom70p and lacking mtDNA responds to PKA inhibition. Strains CDD926 (*TOM70-GFP*) and CDD927 (*TOM70*) were treated as in Fig 1A.
(PDF)

S1 Table RNA-Seq data.

S2 Table Strains used in this study. [132–136].
(XLSX)

S3 Table Oligonucleotides used in this study.

S4 Table Plasmids used within experiments in this study. [132–136].
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

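Gene expression was measured by RNA-seq in 8 cultures of BY4743: ρ+ cells with the empty vector, and ρ0 cells with the empty vector, a TIP41 plasmid or a PDE2 plasmid, 2 replicates each, grouped as the labels and the paper give them. The paper describes polyadenylated RNA and paired-end reads from a MiSeq, and its text names no strand setting for counting. The authors aligned the reads with TopHat2 2.0.14 to the R64 genome and ran Cuffdiff 2.2.1.1 with geometric normalization, a dispersion per condition, a minimum alignment count of 10, and corrections for fragments with several alignments and for sequence bias. The estimated counts as deposited by the authors are Cuffdiff's fragments per gene and library, before scaling between libraries. The FPKM values as deposited by the authors are per gene and library, after Cuffdiff's geometric scaling. The p-values as deposited by the authors come from Cuffdiff's test of each pair of conditions, with q values at an FDR of 0.05.

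The deposited table holds 7105 genes. Of the estimated counts above 0, 12.3% are not whole (tolerance 0.001), as Cuffdiff divides fragments with several alignments. Libraries held 1389579 to 4884282 fragments in genes, 98.3% to 98.6% of them in protein-coding genes and 11.3% to 12.7% in the 10 highest genes. For places, 6008 genes were matched to a RefSeq table of R64 by locus tag and 142 by symbol, and 955 were not found in it. Of 5328 genes alone at their locus in the deposited table and matched, 5303 (99.5%) had the same start and end in both, and 1420 genes share a deposited locus with another gene, whose fragments Cuffdiff divided between them.

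Estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr, which kept 5832 genes, TMM scaling, a fit of the 4 groups with robust quasi-likelihood dispersions and 4 residual degrees of freedom, and Benjamini-Hochberg adjustment over the genes of each comparison. Comparisons were ρ0 against ρ+ cells with the vector (loss of mtDNA), PDE2 and TIP41 against the vector in ρ0 cells, PDE2 against TIP41, and each overexpression against ρ+ cells. A gene's SE is the size of its log2 fold change divided by the square root of its F statistic. The 95% intervals of the folds of PDE2, TIP41, HSP12 and HSP26 use this SE with normal quantiles, so they are narrower than the degrees of freedom warrant. The 95% limit given for URA3 uses t quantiles. Replicates had a correlation of log2 CPM of 0.972 to 0.978. The first dimension of a multidimensional scaling plot (39.2% of variance) set ρ+ apart from ρ0 cells, and the second (24.2%) set replicates 0 apart from replicates 1.

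The replicates are numbered 0 and 1 in every group, and the paper states that different experimenters performed them. Over 5490 genes, deviations from the group means correlated between same-numbered libraries in each of the 6 pairs of groups, at 0.24 to 0.58, all over 0.1. The numbers were thus taken to pair the samples, but only the fit with replicate number as a block uses this pairing. That fit has 3 residual degrees of freedom and called 1160 genes changed by loss of mtDNA, 571 by PDE2 and 114 by TIP41. The main fit, whose terms were set in advance, ignores the pairing and called 809, 134 and 24. A gene not past the threshold in the main fit can therefore pass with the block.

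The tests were tried on simulated counts with the means and dispersions of these libraries, 200 genes changed in each comparison. Changes of 4-fold were found in 100% of cases for loss of mtDNA and in 95.5% for PDE2 and for TIP41, and 9, 8 and 10 unchanged genes were called. With the preset correlation a planted list had a camera p of 3.43e-28 and an unchanged list one of 0.502. The simulated genes vary independently of each other, so this does not try camera on correlated genes.

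Genes moved back are those called with loss of mtDNA and called in the opposite direction with PDE2 or TIP41. Since both comparisons use the ρ0 vector libraries, 60 data sets were simulated with no effect of PDE2 or TIP41 and none of replicate number, and the correlation was also computed with 1 ρ0 vector library per comparison. For each of 40 gene lists, 6 named in the paper and 34 from background knowledge, the text gives the members past the adjusted p over all genes, the count adjusted over the list alone, and limma's camera (limma 3.58.1) on log2 CPM with a preset correlation of 0.01 and with an estimated correlation, adjusted over 148 pairs of list and comparison. In all, 62 pairs passed with the preset correlation, 68 with the block and 0 with an estimated correlation (smallest adjusted p 0.145).

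The alternatives were size factors by the RLE method, DESeq2 1.42.0, no filter on low counts, a filter of 50 fragments in every library of a group, a fit of only the 2 groups compared, the replicate block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), the authors' deposited p-values adjusted over the 5832 genes, a fit without non-coding RNA genes (44 of the genes tested), library sizes without the 10 highest genes and URA3, PDE2 and TIP41, a fold threshold of 3, and leaving out each library in turn. A group left with 1 library is assumed to vary like the other groups. Comparisons, alternatives and gene lists were fixed before the data were examined, and so were the tests, apart from those on the genes beside TIP41 and on URA1 and URA4.

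The genes named are every gene the paper names for its RNA-seq, whose values in its S1 Table were in part seen before; for loss of mtDNA, PDE2 and TIP41 the 10 protein-coding genes with the largest rise and the 10 with the largest fall among those past an adjusted p of 0.05, with an average log2 CPM of at least 3 and no overlap between the groups' libraries, and for PDE2 against TIP41 the 5 each way, leaving out URA3, PDE2 and TIP41; and up to 4 genes with the smallest p in each list. A few genes that meet these rules are left out of the text. YPR039W, SPO24, TIF5, URA1 and URA4 were also chosen after their values were seen. Of the genes encoded in mtDNA, 31 in the table, 0 passed the filter on low counts, and they were not tested. Isoform tables and the S1 Table were not used here.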

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

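The test of the genes beside TIP41 and both tests on URA1 and URA4 were chosen after those results were seen, while the tests on ribosomal protein genes were set before.

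Several gene sets that the paper does not discuss changed with loss of mtDNA. Of 31 nuclear genes of the respiratory chain and ATP synthase, 25 fell (29 adjusted over the list alone), with a median log2 fold change of −0.93 and log2 fold changes of −1.51 for QCR2, −1.35 for QCR7, −1.41 for COR1 and −1.08 for COX6. Of 22 ergosterol genes, 12 fell (16), with a median of −0.54 and ERG5 at −1.63, ERG10 at −0.86, ERG25 at −0.88 and ERG6 at −0.80. Of 66 nuclear genes listed under the mitochondrial ribosome, 16 rose (28) and all 66 had positive values, MRPL23 at 0.73, RSM10 at 0.68, MRP8 at 0.66 and MRPS18 at 0.55. This list was drawn up by gene name alone, which does not establish that each member, MRP8 included, encodes a ribosomal protein. Of 37 structural RNAs measured, 16 rose (21) and all 37 had positive values, the spliceosomal RNAs LSR1 and SNR19 at 2.30 and 2.54, SNR42 at 1.65 and the telomerase RNA TLC1 at 1.04. The counts depended on the test: in the order of these 4 lists DESeq2 called 16, 10, 2 and 9, limma on FPKM 14, 7, 3 and 13 with either pseudocount, the authors' deposited p-values 19, 8, 5 and 13 and the replicate block 26, 13, 21 and 20. The last list was set up as a marker of the selection of polyadenylated RNA, so a difference in RNA selection or quality between ρ+ and ρ0 libraries stays open, and its effect on the other changes with loss of mtDNA was not tested. Camera gave these lists adjusted p values of 4.80e-17, 5.93e-10, 1.60e-10 and 1.06e-10, and 0.403, 0.145, 0.403 and 0.418 with an estimated correlation. Without ρ+ vector replicate 0 the counts of respiratory chain, mitochondrial ribosome and structural RNA genes were 9, 0 and 3, without ρ+ vector replicate 1 the mitochondrial ribosome count was 4, and without ρ0 vector replicate 1 the counts were 16, 4 and 8. Of the 16 genes named here, MRPL23, MRP8, RSM10, MRPS18 and SNR42 did not pass without ρ+ vector replicate 0 (adjusted p from 0.0539 to 0.106), MRPS18 without ρ+ vector replicate 1 (0.109) and MRP8 without ρ0 vector replicate 1 (0.0518). A direct comparison of the overexpression groups gave 23 genes that differ between PDE2 and TIP41.

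In ρ0 TIP41 cells 3 genes that overlap or adjoin TIP41 on chromosome XVI were higher: IRC16 (646836 to 647195) at 3.47 (SE 0.25, adjusted p = 4.90e-06), YPR039W at 5.57 (SE 0.70, adjusted p = 0.00151) and ERV2 (646448 to 647038) at 0.97 (SE 0.17, adjusted p = 0.0247). They did not pass with PDE2 (log2 fold changes 0.38, 1.07 and 0.16, adjusted p = 0.522, 0.684 and 0.665), and of the genes farther out SPO24 (645950 to 646153) fell with TIP41 (−1.20) and TIF5 (648704 to 649921) had 0.12 (SE 0.16, adjusted p = 0.841), or −0.06 without ρ0 vector replicate 1. Fragments of a TIP41 plasmid whose insert reaches past the gene would give this pattern, but the 3 genes were picked because they rose, and the paper and its table of plasmids do not give the ends of the insert. Neither this source nor an effect of Tip41p on these genes was put to a test that could exclude it, and both stay open. ERV2 did not pass without ρ+ vector replicate 0 (0.0502), and ERV2 and SPO24 did not pass without ρ0 TIP41 replicate 0 (0.188 to 0.232) or 1 (0.0661 to 0.112), YPR039W did not pass on FPKM or with the authors' deposited p-values, and IRC16 passed under every alternative.

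Of 136 genes of cytosolic ribosomal proteins 131 had positive values with PDE2, with a median of 0.47, but 5 passed (RPS26A, RPL43A, RPL24B, RPL2A and RPL9A, from 0.68 to 0.73), 87 passed adjusted over the list alone and 75 with the block, and camera gave an adjusted p of 1.24e-30 (0.47 with an estimated correlation). The list moved the same way with TIP41 (130 positive, median 0.30, camera 2.20e-19, and 0.557 with an estimated correlation) and the other way with loss of mtDNA (132 negative, −0.40, 4.80e-17 and 0.591), comparisons that share the ρ0 vector libraries, while PDE2 against TIP41, which does not use them as reference, had 128 positive and a median of 0.17 (1.85e-11 and 0.673). A shift of the scaling by the most abundant genes is argued against, since the median was 0.48 without those genes and the plasmid genes in the scaling. Gene length stays open: protein-coding genes outside the list, matched on length and level, had a median of 0.29 over 1000 random lists (0.20 to 0.40), below the list's own median but at or above 50% of it in 94.5% of them, and with the block the values were 0.48 for the list and 0.29 (0.14 to 0.40) for the matched lists. How much of the rise belongs to length, to PDE2 or to the level in the ρ0 vector libraries cannot be told apart, because the matched lists fall between the outcomes set for length. The count was 107 without ρ0 vector replicate 0 and 0 without any other 1 library (the 5 genes then had adjusted p values from 0.056 to 0.292), 65 with DESeq2, 0 with limma on FPKM (either pseudocount) and with the authors' deposited p-values, and 101 at an unadjusted p under 0.05.

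URA1 and URA4, genes of pyrimidine synthesis, fell with loss of mtDNA (−1.34 and −1.12, adjusted p = 8.37e-05 and 4.21e-05) and rose with PDE2 (0.90 and 0.76, 0.0106 and 0.00709). If the amount of URA3 made from the plasmid set their level, they should rise in the order in which URA3 falls among ρ0 cells, and for both genes, 2 of 2, every ρ0 PDE2 library was above every ρ0 TIP41 library and these above every ρ0 vector library, although the rises with TIP41 did not pass (URA1 0.40, adjusted p = 0.416; URA4 0.29, 0.459). Both genes were picked because they rose with PDE2, so this order does not decide, and the level of URA3 from the plasmid and an effect of PDE2 on pyrimidine synthesis, which was not tested, stay open. For their fall with loss of mtDNA, the upper 95% limit of the URA3 change was 0.63 on the log2 scale, under the 1 set for the explanation. That 1 was set after the URA3 change was seen, so the test does not decide. A fall of URA3 by 60.5% with TIP41 came with changes of 0.40 and 0.29 in URA1 and URA4, smaller than their falls with loss of mtDNA. These sizes argue against the level of URA3 as the only source of those falls. The rise of URA4 did not pass without ρ0 vector replicate 1 (0.0535), and neither did those of URA1 and URA4 without ρ0 PDE2 replicate 0 (lowest 0.0663) or that of URA1 without ρ0 PDE2 replicate 1 (0.0625).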

How the results depend on the processing

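All alternatives were set in advance, and none was added later. The direction of a fold change held for all but 8 of 241 gene values named, under those of 19 alternatives that tested each. Of the 197 past the threshold 57 passed under every alternative, and of the 44 not past it 26 passed under at least 1. Of 79 list counts 6 were within 1.5 times of their value under every alternative. The cause was not tested for any change below, except that fewer libraries or groups in the fit leave fewer residual degrees of freedom. With each library left out in turn, the genes changed were 258 to 947 for loss of mtDNA (809 in the fit of all libraries), 25 to 423 for PDE2 (134), 6 to 116 for TIP41 (24) and 9 to 36 between PDE2 and TIP41 (23), the genes moved back 20 to 326 for PDE2 (99) and 2 to 111 for TIP41 (19), and the pairs of list and comparison past camera's test 57 to 72 (62). The IDR targets higher were 8 to 13 and lower with PDE2 1 to 9, the PDR targets 5 to 9 and 0 to 8, the RTG targets 3 to 4 and 0 to 2, and the arginine genes 1 to 7 and 0 to 7. The log2 fold changes were 1.73 to 2.00 for PDE2, −1.54 to −1.17 for URA3 with TIP41, −4.91 to −3.90 for ARO9, −3.98 to −2.95 for ARO10, 1.81 to 5.16 for HSP12 and 1.35 to 2.58 for HSP26. With DESeq2 522 genes changed with loss of mtDNA, 242 with PDE2 and 35 with TIP41, of which 31 moved back, 5 arginine genes were higher and 5 lower with PDE2, and ARO9 (−4.35) and ARO10 (−3.56) passed. With a fold threshold of 3 the counts were 104, 7, 4 and 4 in the order loss of mtDNA, PDE2, TIP41, PDE2 against TIP41. With only the 2 groups compared they were 707, 11, 6 and 12, 9 and 3 genes moved back, 1 IDR target and 0 PDR, RTG and arginine genes were lower with PDE2, URA3 with TIP41 did not pass (−1.36) and ARO9 (−4.29) and ARO10 (−3.52) did. With the replicate block they were 1160, 571, 114 and 54, 354 and 95 genes moved back, 11 IDR, 6 PDR and 4 RTG targets and 4 arginine genes were lower with PDE2, 4 arginine genes were higher with loss of mtDNA, and HSP26 passed (2.06). The block changed 11 of the 241 gene calls, those named where they occur, and no other. With limma on log2(FPKM + 1) the counts were 353, 6, 2 and 2, and on log2(FPKM + 0.1) 352, 6, 2 and 2. Under both 5 and 0 genes moved back, 1 IDR target and 0 PDR, RTG and arginine genes were lower with PDE2, ARO9 (−4.18 and −4.38) and ARO10 (−3.38 and −3.47) passed, and PDE2 (1.86 and 1.87) and URA3 with TIP41 (−1.38 under both) did not. With the authors' deposited p-values 57 genes changed with TIP41, 51 moved back, 10 IDR targets were lower with PDE2, 7 arginine genes were higher and 6 lower, and ARO9 (−4.36), ARO10 (−3.53), HSP12 (2.94) and HSP26 (2.14) passed. The stricter filter left 1 arginine gene higher and 1 lower, with ARO9 (−4.28) and ARO10 (−3.50) past the threshold, and the scaling without the highest genes left 1 arginine gene lower. An estimated correlation left 0 of the 62 camera calls. Directions turned with a library left out for SSA1 with PDE2 (−0.42 to 0.66, lowest without ρ0 PDE2 replicate 0), SSA4 (−0.22 to 0.28, that library; −0.08 without ρ0 vector replicate 1), MIR1 (−0.01 to 0.22, ρ0 PDE2 replicate 0), TIF5 with TIP41 (−0.06 to 0.33, ρ0 vector replicate 1), HSP12 with TIP41 (−1.20 to 2.57, ρ0 TIP41 replicate 0; −0.55 without ρ0 vector replicate 1) and against ρ+ cells (−0.86 to 1.15, ρ0 TIP41 replicate 0), and HSP26 with TIP41 (−1.67 to 0.77, the same; −0.30 and −0.42 on FPKM) and against ρ+ cells (−1.51 to 0.94, the same; −0.22 and −0.33 on FPKM). At this depth and with 2 replicates small changes are missed, as the test found 19.4% of genes changed 1.5-fold by loss of mtDNA on simulated counts.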

Differences from the paper's values

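No comparison in this part was chosen after its result was seen. With all 8 libraries, none of the values the paper states for its RNA-seq differs from those computed here by more than the replicate spread and by more than 1.5 times. Without ρ0 vector replicate 0 the fold of HSP12 with PDE2 was 35.7 against the paper's 7, and no other omission of a library made a stated value differ by that much. Some statements on significance differ. The paper states that all 7 arginine genes are induced by mtDNA loss, and 2 of 7 passed here, although all 7 had positive fold changes. Set before the data were examined, the authors' deposited p-values and the fit without ρ0 vector replicate 0 call 7, DESeq2 5, the replicate block 4 and limma on FPKM 3 (with either pseudocount). It states that the IDR, PDR and RTG targets of Fig 3 are induced, and FIT1, BDH2 and CIT2 of these 26 genes did not pass, with positive fold changes in all 26. DESeq2, the replicate block and the authors' deposited p-values call all 3, limma on FPKM calls FIT1 and CIT2, the stricter filter, the fit of only the 2 groups compared and the fits without ρ0 PDE2 replicate 0 or 1 call CIT2, the fit without ρ0 vector replicate 0 calls FIT1 and BDH2, and that without ρ0 vector replicate 1 calls FIT1. It states that ARO9 and ARO10 are significantly lower, and here their adjusted p was 0.0514 for both, with DESeq2, the stricter filter, the fit of only the 2 groups compared, limma on FPKM, the authors' deposited p-values and the fits without ρ0 TIP41 replicate 0 or 1 below 0.05. It states that activation of ARG1 and ARG3 is reduced by PDE2, and ARG3 passed here while ARG1 (−2.47) fell in the mean only. DESeq2, the authors' deposited p-values and the fit without ρ0 vector replicate 0 call ARG1. It states that PDE2 alleviates the fall of ARO9 and ARO10. Here the log2 fold changes were positive and not past the threshold (1.95 and 0.59), and the authors' deposited p-values call ARO9. For HSP12 and HSP26 the folds match the paper's, and their tests did not pass. The authors' deposited p-values call both and the replicate block calls HSP26.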

Other observations

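No list or test in this part was chosen after its result was seen. Genes of central carbon metabolism changed in both directions with loss of mtDNA. Of 17 genes of the tricarboxylic acid cycle, 3 of them also in Fig 3C, IDH1, IDH2, ACO1 and the citrate synthase genes CIT1 (0.91) and CIT3 (0.96) rose, and SDH1 (−1.58), SDH2 (−1.03) and SDH3 (−1.01) of succinate dehydrogenase, KGD2 (−0.58) and LSC2 (−1.18) fell (5 and 8 adjusted over the list alone; camera adjusted p = 0.619). Of 19 genes of glycolysis ENO1 (1.75), TDH1 (2.74) and TDH2 (0.92) rose (camera 0.0661, and 0.0481 with the replicate block, which was 0.727 with an estimated correlation), and of 20 glucose-repressed genes the transporter HXT5 (1.28), PCK1 (1.52), MLS1 (1.68) and ADH2 (0.65) rose while MDH2 (−0.70) and HXT4 (−1.29) fell (0.497). Of 29 stress genes of Msn2p and Msn4p, 2 of them also among the paper's Hsf1p targets, HSP42 (1.43), NTH1 (0.85), NQM1 (2.07) and TFS1 (0.78) rose (0.0251, and 0.689 with an estimated correlation), and of 14 further Hsf1p targets HSP42, the mitochondrial chaperone MDJ1 (0.80), HSP82 (1.46) and CUR1 (0.66) (0.193).

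Of 17 genes of the PKA pathway PDE1, the low-affinity cAMP phosphodiesterase (0.99), and the receptor GPR1 (0.44) rose and MSN4 (−0.99) and RAS1 (−0.65) fell with loss of mtDNA (camera 0.852). Of 33 genes of mitochondrial import and carriers SSC1 (0.51) rose and MIR1 (−0.45) and TOM71 (−0.38) fell (0.71), and of 14 genes of mitochondrial quality control YLR346C, MDJ1 and SSC1 rose (0.0422, and 0.403 with an estimated correlation). Of 14 vacuolar ATPase genes STV1 (0.58) rose (0.236), of 16 genes of heme and hypoxia PDR11 (0.85) and ANB1 (2.36) rose and ERG5, OLE1 (−1.21) and ERG11 (−0.91) fell (0.826), and of 14 genes of phosphate starvation PHM8 (1.68), VTC3 (0.53) and PHO84 (0.75) rose (0.0619, and 0.0345 with the block, which was 0.646 with an estimated correlation). Of 19 genes of meiosis NDT80 (1.22), SPO1 (1.20), DIT1 (1.29) and IME2 (0.89) rose and SPS4 (−1.82) and IME1 (−1.12) fell (0.00712, and 0.403 with an estimated correlation), of 13 genes of haploid cells and mating STE3 (2.41), SAG1 (0.59) and STE2 (0.92) rose (0.0138, and 0.403 with an estimated correlation), and of 15 genes of stationary phase YGP1 (1.92) rose (0.0941, and 0.0364 with the block, which was 0.506 with an estimated correlation). The lists of meiosis, of haploid cells and mating and of stationary phase were set up as markers of cells in another state within the culture, so a different mix of cells in ρ+ and ρ0 cultures stays open, and its part in the changes with loss of mtDNA was not tested. Of 136 ribosomal protein genes 11 fell (1 adjusted over the list alone, 59 with the block, 111 without ρ0 vector replicate 0; camera 4.80e-17, and 0.591 with an estimated correlation), and of 40 genes of ribosome biogenesis edgeR, DESeq2, limma on FPKM and the authors' deposited p-values called 0, with 0 at an unadjusted p under 0.05 (0.319). Of the strain markers MET17 fell, LEU2 was listed at 0 in every library, and HIS3 had 57.2 to 86.2 normalized CPM over the 8 libraries. LEU2 and HIS3 had both been set down beforehand as deleted in BY4743, and the source of the HIS3 fragments was not tested. The two-micron genes are not among the genes of the table. Of the 48 genes given a value here for loss of mtDNA 10 passed under every alternative: LSC2, HSP42, NTH1, ENO1, HXT5, OLE1, ERG11, PHM8, NDT80 and YGP1. Without ρ+ vector replicates 0 and 1, 34 (adjusted p from 0.0534 to 0.467) and 21 (0.0523 to 0.219) of the 48 did not pass, without ρ0 vector replicates 0 and 1, 11 (0.0559 to 0.307) and 24 (0.0501 to 0.259), without ρ0 TIP41 replicates 0 and 1, 6 (0.052 to 0.0782) and 5 (0.0512 to 0.0685), without ρ0 PDE2 replicates 0 and 1, 6 (0.0505 to 0.0687) and 7 (0.0518 to 0.0694), and with the block HSP82 (0.104).

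With PDE2, some genes of respiration and sterol synthesis were higher. Over protein-coding genes the log2 fold change fell with gene length (Spearman −0.32 with PDE2, −0.23 with TIP41 and 0.11, a rise, with loss of mtDNA), and the part of length in the results below and in the genes moved back was not tested. Of 31 genes of the respiratory chain and ATP synthase ATP5 (0.67), COX13 (0.82) and COR1 (0.79) rose (12 adjusted over the list alone, 8 with the block; camera 3.20e-08, and 0.403 with an estimated correlation), and of 22 ergosterol genes ERG5 (0.74), ERG20 (0.69) and ERG12 (0.57) (12 and 8; 1.05e-08, and 0.145 with an estimated correlation). Both lists moved the same way with TIP41, with a median of 0.54 and 31 of 31 genes of the respiratory chain positive (2 passed, 17 adjusted over the list alone; camera 3.64e-16, and 0.403 with an estimated correlation) and a median of 0.30 and 20 of 22 ergosterol genes positive (9 adjusted over the list alone; 1.11e-08 and 0.145), against medians of 0.44 and 0.38 with PDE2. These comparisons share the ρ0 vector libraries as reference, so the level in those libraries stays open as a source of these rises. The vacuolar ATPase gene VMA7 (0.57; 7 higher and 1 lower of 14 adjusted over the list alone; 3.94e-05, and 0.403 with an estimated correlation) and the stress gene SIP18 (3.27; 4 of 29 adjusted over the list alone; 0.00691, and 0.635 with an estimated correlation) rose, as did LSC2 (0.92), and the a-factor transporter STE6 (−0.85) and ANB1 (−1.73) fell. The stress list also rose with TIP41, with 26 of 29 genes positive and a median of 0.31 (camera 8.36e-05, and 0.508 with an estimated correlation). With PDE2 20 of the 29 were positive, with a median of 0.27. Camera also passed with the preset correlation for glycolysis (adjusted p = 0.0296, and 0.689 with an estimated correlation), mitochondrial import (0.0157 and 0.483), leucine, isoleucine and valine biosynthesis (0.0287 and 0.403), which fell with loss of mtDNA (0.0138 and 0.403), and phosphate starvation (0.0208 and 0.591). Each of these 11 genes failed to pass under some omission of a library: without ρ+ vector replicates 0 and 1, 7 each of the 11 did not pass (adjusted p from 0.0643 to 0.11), without ρ0 vector replicates 0 and 1, 3 (0.0668 to 0.0723) and 11 (0.0633 to 0.19), without ρ0 TIP41 replicates 0 and 1, 5 and 4 (0.0525 to 0.0629), and without ρ0 PDE2 replicates 0 and 1, 11 (0.0961 to 0.237) and 8 (0.085 to 0.139).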
